# Deciphering the age-dependent changes of pulmonary fibroblasts in mice by single-cell transcriptomics

**DOI:** 10.3389/fcell.2023.1287133

**Published:** 2023-11-29

**Authors:** Rundong Wu, Xiaowei Zhang, Xinyuan Zhang, Lixiang Sun, Tian Xia, Ling-Juan Zhang

**Keywords:** pulmonary fibroblasts, myofibroblasts, single-cell transcriptomics, cell interaction, aging, lung fibrosis

## Abstract

**Background and objectives:** The heterogeneity of pulmonary fibroblasts, a critical aspect of both murine and human models under physiological and pathological conditions, is well-documented. Yet, consensus remains elusive on the subtypes, lineage, biological attributes, signal transduction pathways, and plasticity of these fibroblasts. This ambiguity significantly impedes our understanding of the fibrotic processes that transpire in lung tissue during aging. This study aims to elucidate the transcriptional profiles, differentiation pathways, and potential roles of fibroblasts within aging pulmonary tissue.

**Methods:** We employed single-cell transcriptomic sequencing via the 10x Genomics platform. The downstream data were processed and analyzed using R packages, including Seurat. Trajectory and stemness of differentiation analyses were conducted using the Monocle2 and CytoTRACE R packages, respectively. Cell interactions were deciphered using the CellChat R package, and the formation of collagen and muscle fibers was identified through Masson and Van Geison staining techniques.

**Results:** Our analysis captured a total of 22,826 cells, leading to the identification of fibroblasts and various immune cells. We observed a shift in fibroblasts from lipogenic and immune-competent to fibrotic and myofibroblast-like phenotype during the aging process. In the aged stage, fibroblasts exhibited a diminished capacity to express chemokines for immune cells. Experimental validation confirmed an increase of collagen and muscle fiber in the aged compared to young lung tissues. Furthermore, we showed that TGFβ treatment induced a fibrotic, immunodeficient and lipodystrophic transcriptional phenotype in young pulmonary fibroblasts.

**Conclusion:** We present a comprehensive single-cell transcriptomic landscape of lung tissue from aging mice at various stages, revealing the differentiation trajectory of fibroblasts during aging. Our findings underscore the pivotal role of fibroblasts in the regulation of immune cells, and provide insights into why age increases the risk of pulmonary fibrosis.

## Introduction

The lung, a vital organ for gas exchange in humans and most mammals, is prone to various respiratory disorders, including pulmonary fibrosis, pneumonia, and lung cancer, during the aging process (Selman et al., 2016; Selman et al., 2016). Pulmonary fibrosis arises from repetitive and widespread lung injury, in which normal healing process becomes dysregulated and functional tissue is replaced with fibrous scar tissue (Bochaton-Piallat et al., 2016). Pulmonary fibrosis, the most common type of lung diseases, affects nearly five million people worldwide, and studies have shown that approximately one-third of hospitalized COVID-19 patients develop this condition (Vasarmidi et al., 2020; Serra López-Matencio et al., 2021). The relentless scar tissue formed as a result of pulmonary fibrosis can instigate a range of lung diseases, including lung cancer (Liu et al., 2021). However, therapeutic strategies for pulmonary fibrosis remain limited and largely ineffective, and only pirfenidone and nintedanib have been approved to treat patients with progressive pulmonary fibrosis (Hayton and Chaudhuri, 2017).

Aging has emerged as a strongest risk factor for pulmonary fibrosis, as it occurs in middle-aged and primarily elderly adults (Gulati and Thannickal, 2019). The heterogeneous pulmonary fibroblasts (pFBs) play vital role during the progression of fibrosis (Xie et al., 2018). Lung tissues from IPF (idiopathic pulmonary fibrosis) patients display excessive accumulation of ACTA2^+^ myofibroblasts, which can deposit extracellular matrix (ECM) proteins, leading to the destruction of the lung architecture (Gross and Hunninghake, 2001). In the bleomycin-induced murine model of lung fibrosis, lipofibroblasts transdifferentiate into myofibroblasts through activation of the TGFβ signaling pathway (El Agha et al., 2017). How pFBs changes age-dependently has not been characterized. This lack of understanding significantly hinders our comprehension of cellular interactions and molecular signaling pathways among various fibroblast subgroups, as well as the disparities and similarities between age-related and bleomycin-induced pulmonary fibrosis.

Here we aimed to define age-related changes of pFB heterogeneity, differentiation trajectories, and cell-cell communication between pFB and immune cells. Lung tissue cells from mice at different life stages, including 10 days, 2 months, 10 months, and 18 months, were isolated and subjected to single-cell RNA sequencing (Sc-RNAseq) analysis using the 10X Genomics platform. This approach allowed us to assess the diversity of pFBs and refine the existing classification. We further examined characteristic genes, enrichment in signaling pathways, differentiation pathways, cellular interactions, and key transcription factors, thereby constructing a single-cell transcriptomic atlas of aging mouse lung tissue. Results from our study will bring insights into how aging of pulmonary fibroblasts may contribute to age-related increase of the risk of pulmonary fibrosis.

## Materials and methods

### Single-cell RNA library preparation, sequencing, and data processing

For our aging study, we collected whole lung tissues from C57BL/6 male mice at various life stages from neonates, adulthood to old age. Note that we used mice at 18 months of age to characterize old age, because according to Jackson Laboratory, mice ranging from 18 to 24 months of age correlate with human ranging from 56 to 69 years of age (https://www.jax.org/news-and-insights/jax-blog/2017/November/when-are-mice-considered-old). To minimize non-biological batch effects, simultaneous processing, sequencing, and analysis were conducted across all age groups. Lung tissues were minced and digested with collagenase D and DNase1 to isolate single cells, following the protocol as described (Edelman and Redente, 2018). Dead cells were removed using the Dead Cell Removal kit (Miltenyi Biotic, 130-090-101) according to the manufacturer’s instructions. Live cells were then counted with a hemocytometer, resuspended in 2% BSA at a density of 3,000 cells/µL, and processed with the 10x Genomics GemCode Single-cell instrument to generate single-cell Gel Bead-In-EMlusions (GEMs). Barcoded full-length cDNAs were reverse transcribed from polyadenylated mRNA. Silane magnetic beads were used to eliminate residual biochemical reagents and primers post-GEM reaction. Subsequently, cDNA libraries were created, sequenced with Chromium Next GEM Single Cell 3′Reagent Kits v2, and processed on an Illumina Novaseq6000 platform. The raw sequencing data were demultiplexed and aligned to the reference genome mm10-1.2.0 using the Cell Ranger v3.0.2 pipeline (10x Genomics). The resulting raw gene expression matrix was then converted into Seurat objects using the Seurat v2.0 R package. Quality control procedures were implemented to exclude doublets and low-quality cells, including thresholds for gene counts (>200 genes/cell, <5000 genes/cell), unique molecular identifiers (>25,000 UMIs), and mitochondrial gene expression (<8%). As a result, we excluded low-quality cells and outliers, leaving approximately 22,826 viable cells for further downstream analysis. These comprised approximately 5,237 neonatal cells, 4,804 mature adult cells, 6,561 middle age cells, and 6,224 aged cells. 

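The deposited tables hold 34037 cell barcodes, with 7366 in the library labelled NB, 6283 in the 2 M library, 9091 in the 10 M library and 11297 in the library labelled 18 M. With the limits named in the methods, read as over 200 and under 5000 genes, at most 25000 unique molecular identifiers (UMIs) and under 8% mitochondrial UMIs, 28153 cells were kept. They comprised 6377 NB cells, 5537 2 M cells, 7862 10 M cells and 8377 18 M cells. The limits on genes excluded 4635 barcodes, the limit on UMIs 353 and the limit on mitochondrial UMIs 1171, with some barcodes beyond more than 1 limit. The median cell kept had 4187 UMIs in NB, 4180 in 2 M, 3998.5 in 10 M and 4308 in 18 M, and 1592, 1654, 1557.5 and 1675 genes in the same order.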

For aging samples in mice, we collected lung biopsies from granular tissues. Single cells were isolated and subjected to the same single-cell RNA sequencing (scRNA-seq) procedures, including library construction and data processing, as described above. Low-quality cells and outliers were discarded for downstream analysis. Unsupervised clustering and gene expression visualization were conducted using Seurat 2.0 in R studio. Assignment of cell clusters was performed based on the expression of validated marker genes, including *Dcn* and *Pdgfra* for fibroblasts, *Cd3*, *Cd4*, *Cd8b1*, *Foxp3,* and *Nkg* for T cells, *S100a8* for neutrophils, *Cd68* for macrophages, *Cd19* for B cells. In addition, innate lymphoid cells, pericytes, pneumocytes, and endothelial cells were marked with *Gata3*, *Pdgfrb*, *Sftpb*, and *Ahr*, respectively. To explore the developmental trajectory of lung fibroblasts, pseudotime analysis was conducted on selected pFBs subsets using Monocle 2.10.1 (Qiu et al., 2017). This was followed by the use of scEpath to identify pseudotime-dependent gene expression changes and classify them into distinct differentiation states. CytoTRACE (Cellular Trajectory Reconstruction Analysis) using gene counts and expression, is a computational framework employed for predicting the relative differentiation state of individual cells (Gulati et al., 2020). We utilized R software to estimate transcriptional diversity. To further determine the cell fate of pFBs. To investigate the role of transcriptional regulators during lung aging, we utilized the SCENIC method (Van De Sande et al., 2020). The analysis was conducted in conjunction with the mm9 Rcis Target database, using unique molecular identifiers (UMIs) from transcriptionally defined fibroblasts as inputs to construct regulon networks. These networks highlighted interactions between transcription factors and potential target genes, enabling the scoring of the active values of regulons for each fibroblast cluster. The construction, sequencing, and bioinformatic analysis of single-cell RNA libraries were facilitated by GENE DENOVO Inc (Guangzhou, China).

### Pearson correlation analysis

We conducted Pearson correlation analysis between different scRNA-seq datasets. This was done to assess the correlation or similarity between the pulmonary fibroblast clusters, as identified by scRNA-seq, and lung samples across different ages or various pulmonary fibroblast states. After normalizing and matrixing the scRNA-seq transcriptomic datasets, we computed the Pearson correlation coefficient of the matrix. Subsequently, we performed hierarchical clustering analysis to generate a correlation heatmap using R studio software.

### Cell-chat signaling network analysis

We employed the R package CellChat 1.3.0 (Jin et al., 2021) to evaluate potential intercellular communication between pFB subclusters and other cell types, with a particular emphasis on immune cells, during the aging lung process. scRNA-seq data were processed using the CellChat platform implemented in R software. This procedure encompassed the projection of gene expression data onto a protein-protein interaction (PPI) network, followed by the assignment of probability values to infer biological intercellular communication networks. Additionally, we calculated the centrality indicators of the interactive network to elucidate the role and contribution of each cell population in distinct signaling pathways. The quantity and intensity of identified intercellular communication were visualized through various means such as hierarchical graphs, circular charts, and heatmaps, thus facilitating the display of single or multiple signaling pathways.

### Histology, collagen trichrome staining, and van geison staining

Tissue biopsies were fixed using a 4% PFA solution (Alfa Aesar, Shanghai, China) overnight, followed by dehydration and embedding in paraffin. The paraffin-embedded tissues were then sectioned at a thickness ranging from 5 to 8 mm. For OCT embedding, fresh lung tissues were directly embedded in OCT compound and subsequently sectioned at a thickness of 15–20 mm. Frozen sections were briefly fixed with 4% PFA for 15 min before staining. Histological analysis was conducted using hematoxylin and eosin (HE) staining, utilizing solutions provided by ZSGB-BIO (Beijing, China). Collagen staining was performed using the Masson’s Trichrome Stain Kit (Solarbio, Beijing, China), while Van Geison staining was carried out using the van Geison stain kit (Saint-Bio, Shanghai, China), following the manufacturer’s instructions.

### Primary pulmonary fibroblast isolation and culture

Lung tissues, from 3 weeks male mice, were cut into small pieces and then digested with 2 mg/mL collagenase D, 2 mg/mL dispase I and 1 mg/mL DNase1 for 1.5 h–2 h at 37°C. Cell mixture was filtered through 30 μm filter and treated with red blood cell lysis buffer. Isolated lung fibroblasts were cultured in DMEM supplemented with 10% FBS, glutamax and antibiotics-antimicotics in a humidified incubator at 5% CO_2_ and 37°C under sterile conditions. Primary pulmonary fibroblasts were then trypsinized and replated for *in vitro* assays. To induce *in vitro* fibrosis model, pFBs were treated with recombinant mouse TGFβ2 at a concentration of 3 ng/mL for 2 days (R&D System, 7346-B2-005).

### Quantitative reverse transcription-quantitative PCR (qRT-PCR) analyses

Total cellular RNA was extracted using the RNAExpress Total RNA Kit (NM, M050). Subsequently, 500 ng of RNA was reverse-transcribed to cDNA with the HiScript II Q RT SuperMix kit (Vazyme, R222-01). Quantitative real-time PCR was conducted on the Qtower real-time system (Analytikjena, Swavesey, Cambridge, UK) utilizing the SYBR Green Mix (Bimake, Houston, Texas, United States). Primers used with SYBR Green were designed to span at least one exon, reducing the risk of nonspecific amplification from genomic DNA. The Tbp gene (TATA-Box Binding Protein) served as a housekeeping gene, normalizing data for mouse gene expression. Specific primer sequences are provided in Supplementary Table S2.

### Quantification and statistical analysis

Experiments were conducted a minimum of three times, yielding consistent results, and were analyzed using GraphPad Prism 9 software. For experiments involving two groups, the Student’s unpaired two-tailed *t*-test determined statistical significance. The Shapiro-Wilk test assessed normality. For non-normally distributed datasets, nonparametric tests ascertained statistical significance. A *p*-value less than 0.05 was deemed statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Results

### Commencing with the classification of cells within aging mouse lung tissue via scRNA-seq

In our study, we utilized scRNA-seq to categorize cells within the lung tissue of C57BL/6 mice at various stages of life (Figure 1A): newborn (NB, post-natal day 10), mature adult (2 months old, 2 M), middle-aged (10 months old, 10 M), and aged (18 months old, 18 M). The lung tissues were processed, and single cells were isolated through enzymatic digestion and tissue fragmentation. These isolated cells were then subjected to single-cell transcriptomic sequencing using the 10X Genomics platform, capturing a total of 22,826 cells. 

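Lung cells of NB, 2 M, 10 M and 18 M mice were counted in 4 libraries, 1 library per age, so differences between ages have no replicate check and no test between ages was made. The deposited tables give the authors' UMI counts per gene and cell, 187318121 UMIs in all, with no normalization. Cells of the 4 libraries were clustered together, and each cluster was named by marker genes fixed before the data were examined. For each cell type and library the UMIs of all its cells were summed and scaled to counts per 1000000 of that sum (CPM). Each CPM value has an exact Poisson interval, each ratio of CPM values an exact conditional binomial interval and each share of cells an exact Clopper-Pearson interval, all at 95%. These intervals cover counting error only, not the spread between mice or between cells. For a group of genes, the median log2 ratio over its members with at least 10 UMIs was set beside 10000 random lists matched on expression, after 0.5 UMIs were added to each count, and its interval comes from 1000 redraws of the counts. Members of a group are counted as higher or lower by the sign of their ratio, and as beyond counting error where its interval excludes 1. A gene with 0 UMIs in a library was given a bound against a floor of 3 UMIs. Fibroblasts had 1158446 UMIs in NB, 880209 in 2 M, 3440744 in 10 M and 1432150 in 18 M. Xist, the RNA that silences an X chromosome in female cells, was at 577.7 CPM (570.9 to 584.5) in the library labelled 18 M and at 0.526 CPM or less in the other 3, although the mice are described as male. The libraries are therefore named by their labels wherever a direction is given.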

We employed t-distributed stochastic neighbor embedding (t-SNE) for dimension reduction, which facilitated a two-dimensional visualization of cellular expression profiles. 

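The 28153 cells formed 30 clusters, of which 26 carried the markers of 15 cell types, among them fibroblasts (cluster 11, with Dcn, Pdgfra and Col1a1 among its markers), T cells (Cd3d, Cd3e), B cells (Cd79a, Ms4a1), natural killer (NK) cells, neutrophils, alveolar macrophages and alveolar type II cells. The fibroblast cluster held 754 cells, 149 in NB, 94 in 2 M, 401 in 10 M and 110 in 18 M. B cells of the library labelled 18 M lay mostly in cluster 2 (1945 of 2440 cells) and those of the other libraries in cluster 0. Neutrophils of the library labelled 18 M lay in cluster 14 (514 of 528 cells) and those of the other libraries in cluster 6. The largest group of NB T cells (895 of 2257) lay in cluster 3, and that of the other libraries in cluster 1. Interstitial macrophages, monocytes and dendritic cells formed a single class, whose largest group lay in cluster 20 in 18 M and in cluster 19 in the other libraries. A T cell cluster led by the cell cycle genes Hist1h3c, Esco2 and Ccna2 took 193 of its 231 cells from the library labelled 18 M, and a B cell cluster was led by the histone gene Hist1h1b. A cluster taken mostly from 1 library may hold that library's own state and not a cell type. The 4 clusters left unnamed held 2935 cells, or 10.4% (10.1 to 10.8%), and were led by Cxcr5 and Fcer2a, by Scgb1a1 and Retnla, by the plasma cell genes Jchain and Mzb1, and by Ccr3, a receptor of eosinophils.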

The lung tissues were found to comprise 15 cellular sub-clusters, which were classified into 9 cell types, including fibroblasts, T cells (including CD4^+^, CD8^+^, δγ T, Treg (regulatory T cells), and NKT (natural killer T), neutrophils, macrophages, B cells, ILCs (innate lymphoid cells), pericytes, endothelial cells (EC), and alveolar cells (pneumocytes), based on their respective marker genes (Figures 1B, C; Supplementary Figures S1A–C) (Guo et al., 2015). The fibroblast population represented 3.67%, T cells 70.33%, neutrophils 13.9%, macrophages 3.78%, B cells 2.72%, Langerhans cells 0.99%, pericytes 1.58%, alveolar cells 2.63%, and endothelial cells 0.35% of the total cells (Figure 1D). Together, we have performed unsupervised clustering results of mouse lung tissues through life-span, allowing us to investigate the dynamic changes of lung tissue subpopulations throughout aging further.

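Of the 28153 cells kept, fibroblasts made up 2.68% (95% interval 2.49 to 2.87%), T cells 28.9% (28.3 to 29.4%), B cells 33.0% (32.4 to 33.5%) and neutrophils 6.37% (6.09 to 6.66%). Alveolar macrophages made up 3.50% (3.29 to 3.72%), interstitial macrophages, monocytes and dendritic cells 2.16%, alveolar type II cells 2.33% (2.16 to 2.51%), pericytes and smooth muscle cells 1.05% and endothelial cells 0.732%. NK cells made up 5.28%, erythroid cells 1.83%, innate lymphoid cells 0.764%, basophils and mast cells 0.533%, platelets 0.373% and airway epithelial cells 0.135%. By library, fibroblasts were 2.34% (1.98 to 2.74%) of NB cells, 1.70% (1.37 to 2.07%) of 2 M cells, 5.10% (4.63 to 5.61%) of 10 M cells and 1.31% (1.08 to 1.58%) of the cells labelled 18 M. The 18 M share was 2.35% at a Leiden resolution of 0.5 and with Scrublet doublets left out. It was 2.55% with no upper limits on cells and 2.01% with at least 1000 UMIs per cell. Its order against the 2 M share therefore turned in all 4 (2 M shares of 1.70%, 1.73%, 1.86% and 1.70%). The Scrublet calls of 18 M cells were not used, so no 18 M doublets were taken out in that alternative. B cells made up 26.1% of NB cells, 39.9% of 2 M cells, 37.7% of 10 M cells and 29.1% of the cells labelled 18 M, and T cells 35.4%, 28.6%, 23.7% and 28.9%. The unnamed cluster of 1957 cells led by Cxcr5 and Fcer2a also carried 7 B cell markers and is not counted as B cells. At a Leiden resolution of 0.5, where a larger cluster with B cell markers stayed unnamed (7745 cells), B cells were 13.5% over all, and 8.47%, 9.81%, 5.76% and 27.2% by library, and with at least 1000 UMIs per cell 24.0% over all. Each share depends on how well each cell type left the tissue, and its interval does not cover that. Cells of few UMIs were also not treated alike. A fibroblast subcluster with a median of 1533 UMIs held 28 NB, 17 2 M, 100 10 M and 2 18 M cells. In 18 M, 474 cells of few UMIs lay in an unnamed cluster and were not counted as fibroblasts.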

**FIGURE 1:**
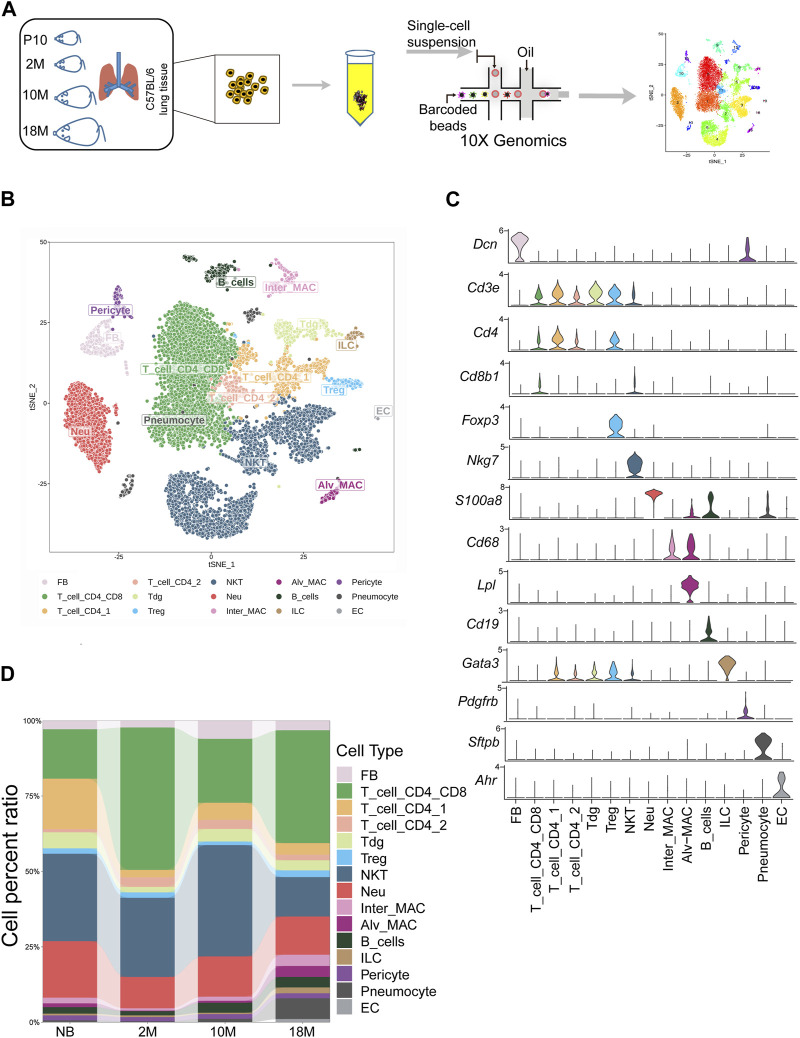
Commencing with the classification of cells within aging mouse lung tissue via scRNA-seq. **(A)**. Schematic diagram of mouse subjected to aging lung tissue. P10, postnatal day 10; 2 M, 2 months years old; 10 M, 10 months years old; 18 M, 18 months years old. **(B)**. tSNE projection of all 22,826 sequenced mouse cells, showing the partitioning of 15 cell types by scRNA-seq. **(C)**. Violin plot showing special marker genes for each cell type in the mouse lung dataset. **(D)**. Bar chart for proportions of the 15 major cell types in lung tissues.

### Transcriptional characteristics associated with the aging process of lung fibroblasts

We next the characterized how aging changes the transcriptional profiles of pFBs. Differential gene expression analysis comparing key cell clusters from the aged 18 M and young-adult 2 M-old mice showed that aged pFB expressed higher levels of collagen genes (*Col1a1, Col3a1*), and fibrosis-associated marker genes (*Acta2, Postn, Tagln*) (Figure 2A). 

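Collagen genes were higher in the pFBs of the library labelled 18 M than in 2 M pFBs, and the myofibroblast marker Postn was among the genes that differed most. Col1a1, a chain of type I collagen (ENSMUSG00000001506, chromosome 11 of mm10, 94936224 to 94953042), was 6.41-fold higher (95% interval 6.18 to 6.65), and Col3a1, the chain of type III collagen (ENSMUSG00000026043), 7.83-fold (7.53 to 8.13). Postn encodes periostin, a matrix protein of remodelling tissue (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037). It had 0 UMIs in 2 M pFBs and 1674 UMIs, or 1169 CPM (1114 to 1226), in the pFBs labelled 18 M, at least 343-fold higher. Acta2 (smooth muscle actin, ENSMUSG00000035783) rested on 27 and 51 UMIs, a ratio of 1.16 (0.715 to 1.93), and Tagln (transgelin, ENSMUSG00000032085) on 48 and 56 UMIs, a ratio of 0.717 (0.479 to 1.08), so neither differed beyond counting error. In pFBs taken by markers of single cells in place of clusters both were higher (log2 ratio 1.62 and 1.47). The 10 genes highest in the pFBs labelled 18 M relative to 2 M were Postn, the imprinted growth genes H19 and Dlk1, Xist, the matrix genes Cthrc1 and Fbn2, the Wnt inhibitor Sfrp2, Wt1, Smpd3 and the chemokine Ccl4. Cthrc1 was at 120.1 CPM against 1 UMI in 2 M, a ratio of 105.7 (18.7 to 4199). Ccl4 was low in 2 M only, at 6.82 CPM, against 155.4 in NB, 124.4 in 10 M and 157.1 in 18 M. The 10 lowest were Alpl, the complement gene C7, Inmt, Hsd11b1, Wisp2, Ifi205, Mmp3, Tspan8, Lncpint and Aldh1a1. C7 was at 0.0346 times its 2 M value (0.0155 to 0.0673), and Hsd11b1, which makes active glucocorticoid, at 0.0421 times (0.0198 to 0.0797). These pFBs numbered 110 in 18 M and 94 in 2 M, with median depths of 13112 and 8458.5 UMIs. On reclustering, 147 pFBs of few UMIs (median 1533), led by Hbb-bs and Hba-a1, formed a subcluster. It held 28 NB, 17 2 M, 100 10 M and 2 18 M pFBs. In 18 M, 474 cells of few UMIs lay outside the pFBs, in an unnamed cluster with Col1a1 and Eln among its leading genes. The depths are therefore not of pFBs chosen alike.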

Previous research has recognized *Pdgfra*, *Acta2,* and *Col1a1* as markers for pulmonary myofibroblasts (Kheirollahi et al., 2019; Peyser et al., 2019; Liu et al., 2021) Periostin (*Postn*) has been observed to be significantly upregulated in the IPF model (Nance et al., 2014). Moreover, protein quantification from IPF revealed substantial changes in *TAGLN* (Tian et al., 2019). 

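Dcn, the collagen-binding proteoglycan decorin (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143), was lower in the pFBs labelled 18 M than in 2 M pFBs, at 5467 against 7181 CPM, a ratio of 0.761 (95% interval 0.736 to 0.787). It remained among the most abundant transcripts of these cells, with 4639 CPM in NB and 4958 CPM in 10 M, both below the 18 M value. Of 9 small leucine-rich proteoglycans, 2 were higher in the pFBs labelled 18 M (Lum, 2.59-fold, and Aspn) and 7 lower, 3 of them beyond counting error (Prelp at 0.216 and Ogn at 0.586 times the 2 M value), with a median log2 ratio of -0.35 (-0.47 to -0.01; percentile 9.07 of random lists). Genes that mark alveolar fibroblasts were lower, 7 of 10, with a median log2 ratio of -1.10 (-1.27 to -0.82), below every random list. As the mean over cells that median was negative but smaller in size, outside its interval. It was larger in size, also outside it, with a cluster of cells with few UMIs added. The same held in 18 M pFBs with Y-linked and no Xist UMIs, and both were chosen after the data were examined. Inmt, a methyltransferase, was at 60.8 against 1597 CPM, and Limch1 at 0.396 times and Npnt at 0.541 times the 2 M value, while Mfap4 (2.39-fold), Gpc3 (2.08-fold) and Cyp1b1 (2.46-fold) were higher. Of 10 complement genes, 7 were lower, 5 of them beyond counting error, with a median of -0.59 (-0.69 to -0.21; percentile 0.36). C4b was at 0.144 times its 2 M value (0.116 to 0.177), while Clu was 8.99-fold higher (4.41 to 21.3). Gsn, which severs actin filaments, was at 4152 against 18850 CPM. Pdgfra, the growth factor receptor that marks pFBs, was at 0.599 times its 2 M value (0.505 to 0.711). Against the 2 M and 10 M pFBs summed, a reference chosen after the data were examined, Dcn was slightly higher (log2 ratio 0.02), and the median of the small leucine-rich proteoglycans turned to 0.25. That median was -0.58 with pericytes and smooth muscle cells added.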

Differential gene expression analysis also showed that markers of normal fibroblast function, such as *Dcn* (Souma et al., 2018), were notably lost in the aged pFBs (Figure 2A). 

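T cells of the library labelled 18 M had higher cell cycle genes than 2 M T cells, 14 of 14, with a median log2 ratio of 2.91 (2.32 to 3.27), and higher effector and memory genes, 13 of 17, with a median of 1.16 (0.79 to 1.24). Naive T cell genes went both ways, with a median of 0.04. Rag1, which recombines antigen receptor genes in developing lymphocytes, was at least 38.1-fold higher in these T cells (151 against 0 UMIs). Among the lowest genes of T cells were the long noncoding RNA Hotairm1, at 0.0718 times its 2 M value (0.0319 to 0.142), and Gm7967. In B cells, Igll1, part of the receptor of B cell precursors, was at least 31.1-fold higher and found in 0.9% of the B cells labelled 18 M, and the antigen-presenting MHC class II genes were lower, 6 of 7, with a median of -1.39. The median of MHC class II genes was below 0 in all 10 cell types compared, both in cells that present antigen, such as alveolar macrophages (-1.52), and in erythroid cells (-2.42), pericytes and smooth muscle cells (-1.90), NK cells (-1.79), neutrophils (-1.30) and T cells (-0.86). Alveolar macrophages labelled 18 M had higher Fbp1 (at least 53.8-fold) and Ccl17, a T cell attractant (at least 48.9-fold), and lower Cpne5 (0.0664 times) and Epcam (0.0725 times). In neutrophils, interferon-stimulated genes were lower, 8 of 8, with a median of -0.90. Their median was positive in B cells (0.96), T cells (0.61), alveolar macrophages (0.57) and interstitial macrophages, monocytes and dendritic cells (0.65). In NK cells, alveolar type II cells and endothelial cells its interval included 0. Among the lowest transcripts of neutrophils were Gzma (0.0781 times), Nkg7 (0.129 times) and the chemokine Ccl5 (0.158 times). Gzma and Nkg7 mark NK cells here, which made up 9.10% of 2 M cells and 2.21% of 18 M cells, and effector and memory T cell genes were lower in the same neutrophils, 7 of 8, with a median of -2.66. Alveolar type II cells labelled 18 M had 3663 CPM of Retnla, a secreted cysteine-rich protein, against 0 UMIs in 2 M, and lower Mylk (0.109 times) and Cox6a2 (0.138 times). In pericytes and smooth muscle cells Eln was 28.5-fold higher (25.2 to 32.3) and Igfbp3 at 0.0153 times its 2 M value. In endothelial cells (36 and 39) Ly6c1 was at 0.122 times and in NK cells Phactr3 at 0.0822 times the 2 M value. Of the 10 cell types compared, Xist was among the 5 highest genes of all but neutrophils, and haemoglobin, Retnla or Scgb1a1 RNA, which reaches all droplets when cells break, was among the highest of 8 of them.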

We have also presented the top five significantly differentially regulated genes, both upregulated and downregulated, in other key cell types, such as T cells, myeloid cells, and pneumocytes (Figure 2A; Supplementary Table S2). 

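Of the 16 genes that the study names for myofibroblasts or fibrosis, 11 had enough UMIs in the pFBs of 2 M and of the library labelled 18 M, and 7 of these were higher and 4 lower in the latter, 4 and 1 of them beyond counting error, with a median log2 ratio of 0.20 (-0.09 to 0.69; percentile 95.98). The study chose these genes on the same samples, so the count is not independent evidence. Mfap2, a microfibril protein, was 7.83-fold higher (95% interval 5.97 to 10.4), Nrep, which acts in transforming growth factor signalling, 8.17-fold (4.75 to 15.2), and Aspn, which encodes the proteoglycan asporin, 2.80-fold (2.30 to 3.42). Mylk, which activates smooth muscle myosin, was lower, at 0.484 times the 2 M value (0.377 to 0.620). It turned to a higher value when pFBs were taken by markers of single cells in place of clusters (log2 ratio 0.61) and when pericytes and smooth muscle cells were added (0.36). Mustn1 (1.09, 0.690 to 1.75), Myl9 (1.24, 0.846 to 1.86), the creatine kinase Ckb (0.992, 0.795 to 1.24) and the muscle filament gene Des (0.492, 0.169 to 1.38) had ratios whose intervals include 1. Scx had 3, Pdlim3 7, Nt5e 3, Ednrb 1 and Myocd 0 UMIs in the pFBs labelled 18 M, too few to rank. Of 10 smooth muscle contractile genes, 5 were higher and 5 lower, 1 and 2 of them beyond counting error, with a median of 0.01 (-0.34 to 0.19; percentile 71.7), and the median was 1.14 in pFBs taken by markers.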

A comprehensive analysis of the fibroblast population at distinct aging stages (Figure 2B) revealed that the 18 M aged pFBs exhibited differential expression of various myofibroblast marker genes, including *Des* (Bär et al., 2004), *Scx*, *Aspn*, *Mustn1* (Xie et al., 2018), *Mylk*, *Ednrb*, *Pdlim3*, *Myocd*, *Nrep*, *Nt5e*, *Acta2*, *Mfap2*, *Ckb,* and *Myl9* (Guo et al., 2015). Concurrently, 18 M pFBs also expressed higher levels of several collagen-related genes, such as *Col1a1*, *Col1a2*, *Col3a1*, and *Col5a1* (Figure 2B). 

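Collagen genes were higher as a group in the pFBs labelled 18 M. Of 18 collagen chains, 16 were higher than in 2 M pFBs and 2 were lower, Col13a1 (0.442 times) and Col18a1 (0.465 times), with a median log2 ratio of 1.25 (1.15 to 1.44), above every random list. Col1a2, the second chain of type I collagen (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), was at 22970 against 4767 CPM, a ratio of 4.82 (95% interval 4.67 to 4.98). Col5a1, a chain of the fibril-forming type V collagen, was 3.24-fold higher (2.87 to 3.66), and the microfibril chains Col6a2 and Col6a3 were 2.79-fold (2.53 to 3.07) and 2.41-fold (2.14 to 2.72) higher. Genes that process collagen were also higher, 16 of 18 and 14 beyond counting error, with a median of 0.57 (0.39 to 0.65). Bmp1, which trims procollagen, was 3.00-fold and the crosslinking enzyme Lox 2.44-fold higher, while Pcolce2 was at 0.307 times. Of 17 elastic fibre genes, 12 were higher, with a median of 0.55 (0.46 to 0.71). That median was positive but lower, outside this interval, with no upper limits on cells. It was lower again with a cluster of cells with few UMIs added to the pFBs, an alternative chosen after the data were examined. Eln, which encodes elastin (ENSMUSG00000029675), was 5.21-fold higher (4.98 to 5.46), and Fbn1 2.06-fold and Fbln5 2.74-fold higher, while Ltbp4 was at 0.690 times and Efemp1 at 0.469 times the 2 M value. Free RNA from broken cells was also higher in the library labelled 18 M, where T cells, which make no collagen, carried 13.2 CPM of Col1a1, against 0.978 CPM in 2 M, and 23.6 CPM of Eln. H19, an imprinted growth RNA, was at 597.0 CPM in the same pFBs and had 0 UMIs in NB and 2 M pFBs.

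**Figure D1:**
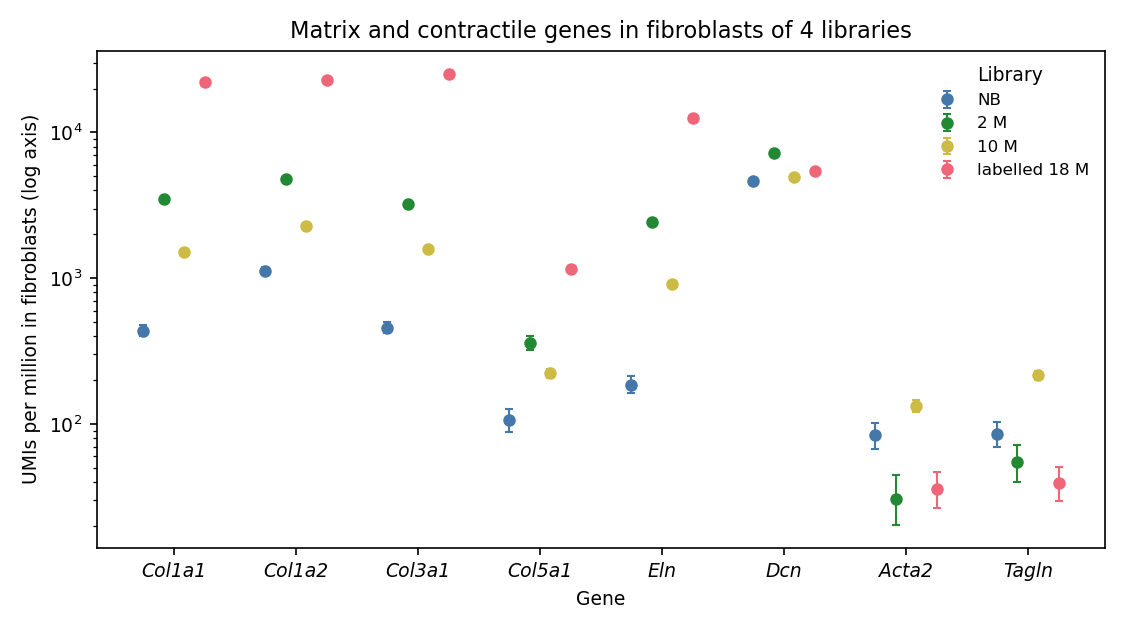
CPM of 8 genes (log axis) in the fibroblasts of each library, with exact 95% Poisson intervals. Col1a2 is at 1128 CPM in NB, 4767 in 2 M, 2273 in 10 M and 22970 in the library labelled 18 M.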

Further analysis revealed an enrichment of differentially expressed genes in 18 M pFBs within signaling pathways related to extracellular matrix assembly, myofibril assembly, collagen biosynthesis, fibroblast apoptosis, and myoblast proliferation (Figure 2B). On the other hand, in 2 M and 10 M fibroblasts expressed higher levels of chemokines such as *Ccl2*, *Ccl7,* and *Cxcl12*, and immune-associated receptors such as *Il1r1*, *Ifngr1*, and *Tnfrsf1a*. 

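Of the 3 chemokine genes, none was highest in 2 M pFBs. Ccl2, which attracts monocytes (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453), was at 884 CPM in 2 M, 1147 in 10 M, 1491 in NB and 1349 in the pFBs labelled 18 M. Relative to 2 M, it was 1.53-fold higher in 18 M (95% interval 1.40 to 1.66) and 1.30-fold in 10 M (1.20 to 1.40). Its direction in 18 M turned when pFBs were taken by markers of single cells in place of clusters (log2 ratio -0.45). Ccl7, a second monocyte attractant, was 3.21-fold higher in 18 M (2.86 to 3.61) and 2.06-fold in 10 M (1.84 to 2.31). Cxcl12, which binds the receptor Cxcr4 (ENSMUSG00000061353), was 1.22-fold higher in 18 M (1.03 to 1.45) and at 0.896 times the 2 M value in 10 M (0.764 to 1.05). Its direction in 18 M turned when each cell had equal weight (-0.41). The receptors differed among themselves. Ifngr1, the interferon gamma receptor, was at 66.3 CPM in the pFBs labelled 18 M against 136.3 in 2 M and 163.3 in 10 M, a ratio to 2 M of 0.487 (0.368 to 0.642). Il1r1, the interleukin 1 receptor, was 1.30-fold higher in 18 M (1.05 to 1.63) and 1.24-fold in 10 M (1.02 to 1.51). Tnfrsf1a, a receptor of tumour necrosis factor, was at 0.865 times (0.675 to 1.11) and 0.987 times (0.801 to 1.23), neither beyond counting error. Of 18 innate and cytokine receptors, 7 were higher and 11 lower in 18 M than in 2 M, 3 and 5 of them beyond counting error, with a median log2 ratio of -0.30 (-0.47 to -0.02; percentile 5.04). Ifnar2 was at 0.572 times, while Tnfrsf1b was 2.75-fold higher.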

Distinct immunomodulatory and angiogenic functions were also observed in the newborn and 10-month-old fibroblasts, and newborn fibroblasts were enriched with pathways related to regulation of lymphocyte proliferation, T cell activation, and innate immune responses, while 2 M and 10 M fibroblasts showed responses to *TGFβ2* stimulation, epithelial cell migration, oxidative stress, vascular development, lymphocyte migration, monocyte migration, and acute inflammatory response regulation, respectively (Figure 2B). 

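Collagen and elastin genes were higher and alveolar fibroblast and complement genes lower in the pFBs labelled 18 M than in 2 M pFBs, while contractile genes went both ways and chemokines were mostly higher. Of 12 chemokine genes of fibroblasts, 9 were higher and 3 lower, 8 and 2 of them beyond counting error, with a median log2 ratio of 0.55 (0.46 to 0.71; percentile 99.95). Cxcl2, which attracts neutrophils, was 2.73-fold higher (2.54 to 2.93) and Cxcl10, an attractant of T cells, 3.08-fold (2.36 to 4.08), while Cxcl14 was at 0.356 times the 2 M value (0.265 to 0.475) and Ccl19 at 0.246 times. The median was 0.13 in pFBs taken by markers. Chemokines were also higher than in 2 M in the pFBs of NB (median 0.77) and 10 M (0.64), so by these medians 2 M was the lowest library. Target genes of transforming growth factor beta split, 7 higher and 6 lower, 5 and 3 of them beyond counting error, with a median of 0.20 (-0.19 to 0.75; percentile 97.31). Fn1, which encodes fibronectin, was 6.80-fold higher (6.03 to 7.69), while Ctgf was at 0.377 times (0.310 to 0.458). Senescence genes also split, 5 higher and 5 lower, 3 each way beyond counting error, with a median of 0.09 (percentile 85.95). Il6 was 2.59-fold and Igfbp5 2.94-fold higher, and the cell cycle inhibitor Cdkn1a was at 0.566 times (0.502 to 0.637). Genes induced by tissue dissociation were lower, 16 of 20, with a median of -0.50 (-0.57 to -0.41). Of 9 cell cycle genes, 7 had a ratio above 1, 3 of them beyond counting error, with a median of 0.52 (0.06 to 1.62). Transcripts of other cells went both ways. Effector and memory T cell genes were lower, 7 of 8 and 4 beyond counting error, with 1 higher beyond it. Their median was -0.80 (-1.23 to -0.49; percentile 0.48). Erythroid markers were higher, 6 of 6 and 5 beyond counting error (median 1.17), airway markers, 5 of 5 and 4 beyond it (1.62, or 1.41 with a member at 0 UMIs set at its bound), and alveolar type II markers, 3 of 5 and 2 beyond it (0.88). The paper states that as the lung ages, fibroblasts turn from non-fibrotic, immune-competent cells into immune-deficient, collagen-producing cells of a myofibroblast kind.

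**Figure D2:**
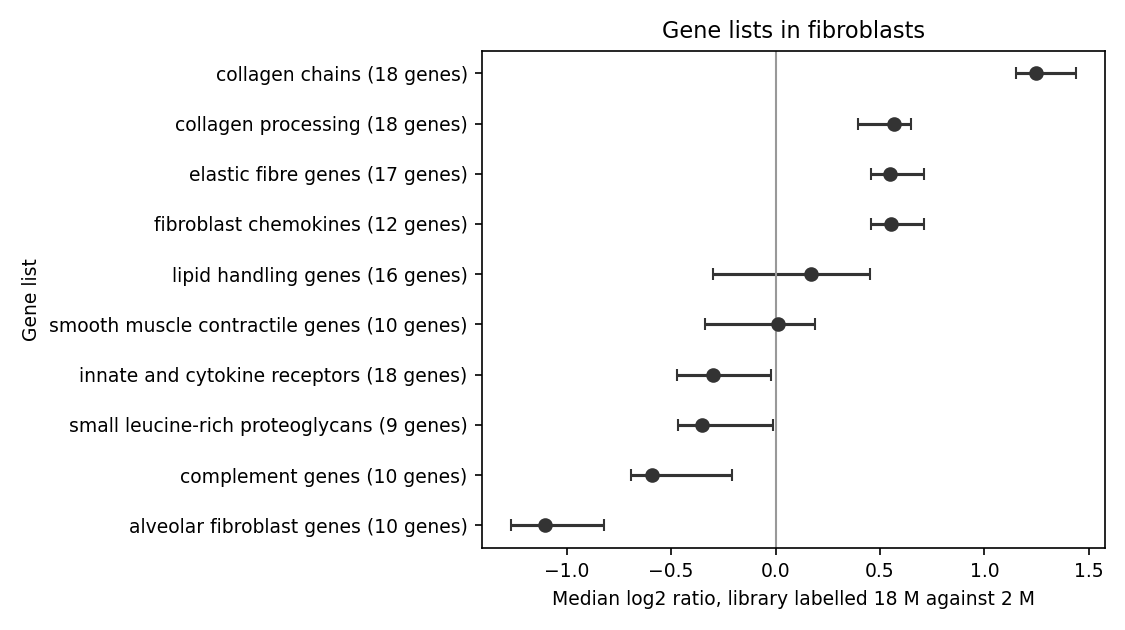
Median log2 ratio of CPM in fibroblasts, the library labelled 18 M against 2 M, for 10 gene groups, with 95% intervals from redrawn counts. Collagen chains stand highest at 1.25 and alveolar fibroblast genes lowest at -1.10.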

In summary, our results indicate that aging of pulmonary tissue is concomitant with a conversion of pFBs from non-fibrotic and immuno-competent to a immuno-deficient and myofibroblast-like, collagen-producing pro-fibrotic phenotype. The fibrotic change of pFBs may instigate fibrosis, thereby contributing to increased risk of pulmonary fibrosis following lung injury in aged individuals.

**FIGURE 2:**
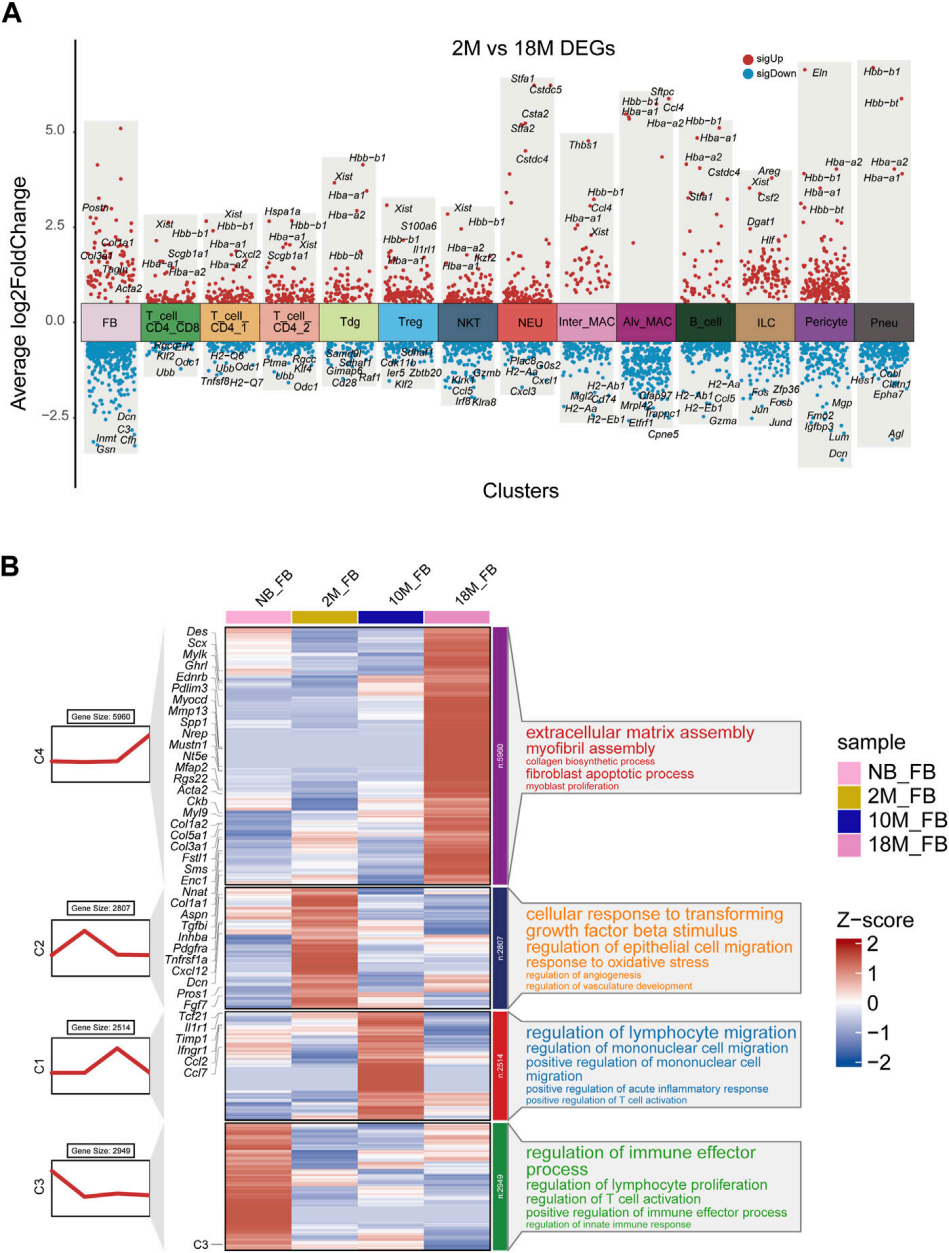
Transcriptional characteristics associated with the aging process of lung fibroblasts. **(A)**. Volcano plot for aging differentially expressed genes were changed in 18 M group compared to the 2 M group for major cell types by Seurat analysis. Red, upregulated (LogFC > 0.5, adjusted *p*-value < 0.01); blue, downregulated group (LogFC < −0.5, adjusted *p*-value < 0.01); **(B)**. Representative aging specific gene modules and pathways enriched in aging differentially expressed genes based on GO-biological process functional enrichment analysis.

### Characteristics of fibroblast aging in tissue

Through detailed examination of the transcriptomic changes of fibroblasts in healthy mice across various aging stages, we found that aged pFB displayed a myofibroblast-like profibrotic phenotype, characterized by elevated *Acta2* and collagen gene expression, a phenotype similar to pFBs from bleomycin-treated fibrotic lung tissues. It is well-documented that myofibroblasts, a specialized type of activated fibroblasts, play a crucial role in fibrosis by depositing extracellular matrix (ECM) proteins within scar tissue (Hung, 2020). 

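Acta2 was highest in 10 M pFBs. It was at 35.6 CPM in those labelled 18 M (26.5 to 46.8), 30.7 CPM in 2 M (20.2 to 44.6), 83.7 CPM in NB and 132.8 CPM in 10 M, where it was 4.33-fold higher than in 2 M (95% interval 2.94 to 6.64). Between 18 M and 2 M its log2 ratio of 0.203 was 1.622 with pFBs taken by markers of single cells in place of clusters and -0.497 with no upper limits on cells. Tagln was also highest in 10 M, with 39.1 CPM in 18 M, 54.5 CPM in 2 M and 216.5 CPM in 10 M. The 5 collagen genes Col1a1, Col1a2, Col3a1, Col4a1 and Col5a1, chosen by the study on these samples and so not independent evidence, were all higher in the pFBs labelled 18 M than in 2 M pFBs, with a median log2 ratio of 2.27 (2.22 to 2.32). Col4a1, a chain of basement membrane collagen, was the least apart, at 556.5 against 395.4 CPM (ratio 1.41, 1.24 to 1.60), and Col1a1 was at 22340 against 3487 CPM. In 10 M, 4 of the 5 were lower than in 2 M beyond counting error, with the other within it (median -1.03), and in NB all 5 were lower (-2.08). Col1a1 was at 436.8 CPM in NB and 1517 CPM in 10 M, and Col3a1 at 456.6, 3219, 1576 and 25190 CPM in NB, 2 M, 10 M and 18 M. Over the 18 collagen chains the median against 2 M was -0.45 (-0.58 to -0.32) in 10 M, with 15 lower and 11 of them beyond counting error. In NB it was -1.24 (-1.41 to -1.14), with 16 of 17 lower and 15 beyond it. With the ages as labelled, no steady order with age was seen. An exchange of the labels NB and 18 M, which stays open, would turn these values into a steady fall with age. Col1a1 would then be at 22340, 3487, 1517 and 436.8 CPM from the youngest to the oldest.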

Single-cell expression data, normalized and visualized via a heatmap, revealed that compared to young pFBs, the 18 M aged pFBs expressed higher levels of *Acta2* and a panel of collagen-associated genes (*Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Col5a1*). This was accompanied by a significant decline in the expression of lipogenesis genes (*Apoe, Cebpb, Tcf21*, and *Ly6a*), cytokine/chemokine receptors (*Il1r1*, *Ifngr1*, *Tnfrsf1a*) and chemokines (*Ccl2*, *Ccl7*, *Cxcl12*, and *Cxcl16*) (Figure 3A). 

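The 4 lipogenesis genes were lower in the pFBs labelled 18 M than in 2 M pFBs. Apoe, the lipid carrier apolipoprotein E (ENSMUSG00000002985), was at 1025 against 1779 CPM, a ratio of 0.576 (95% interval 0.536 to 0.619). Cebpb, a transcription factor of fat cell differentiation, was at 0.532 times (0.490 to 0.577), Tcf21, a transcription factor of lipofibroblasts, at 0.488 times (0.383 to 0.620) and Ly6a, the surface marker Sca-1, at 0.576 times (0.506 to 0.655) their 2 M values. Apoe was highest in NB, at 3266 CPM, and Ly6a in 10 M, at 909 CPM. With Pparg and 6 further lipid genes, the study's lipogenesis genes split into 5 higher and 4 lower of the 9 with enough UMIs, 4 each way beyond counting error, with a median log2 ratio of 0.18 (-0.28 to 0.67). Of the chemokines, Cxcl16, which binds lipids and attracts T cells, was at 80.3 against 81.8 CPM (0.982, 0.725 to 1.34), not apart beyond counting error. The study's immune genes, 8 chemokines and receptors and the complement protease C1ra, split into 5 higher and 4 lower, 5 and 2 of them beyond counting error, with a median of 0.28 (0.04 to 0.48; percentile 98.75), which turned to -0.13 in pFBs taken by markers. Among them were Cxcl1, 1.68-fold higher (1.60 to 1.77), and C1ra, at 0.746 times (0.639 to 0.871). The study chose these genes on the same samples, so the counts are not independent evidence.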

To validate the age-related loss of lipogenesis and increase of collagen expression, we applied lipid and collagen stainings on lung tissue sections from mice at 2 M and 18 M. Bodipy (lipid) staining showed that numerous lipid-droplets can be detected around the peri-bronchial and per-vessel regions of the air way in the young adult but not in the aged lung samples (Figure 3B). In contrast, collagen was heavily deposited around the air way of the aged lung tissue as shown by masson and van geison staining (Figure 3B). These results demonstrated that an adipogenic to fibrotic switch of pulmonary fibroblasts occurred during aging, contributing to loss of lipid and gain of collagen fiber around the trachea following tissue aging.

**FIGURE 3:**
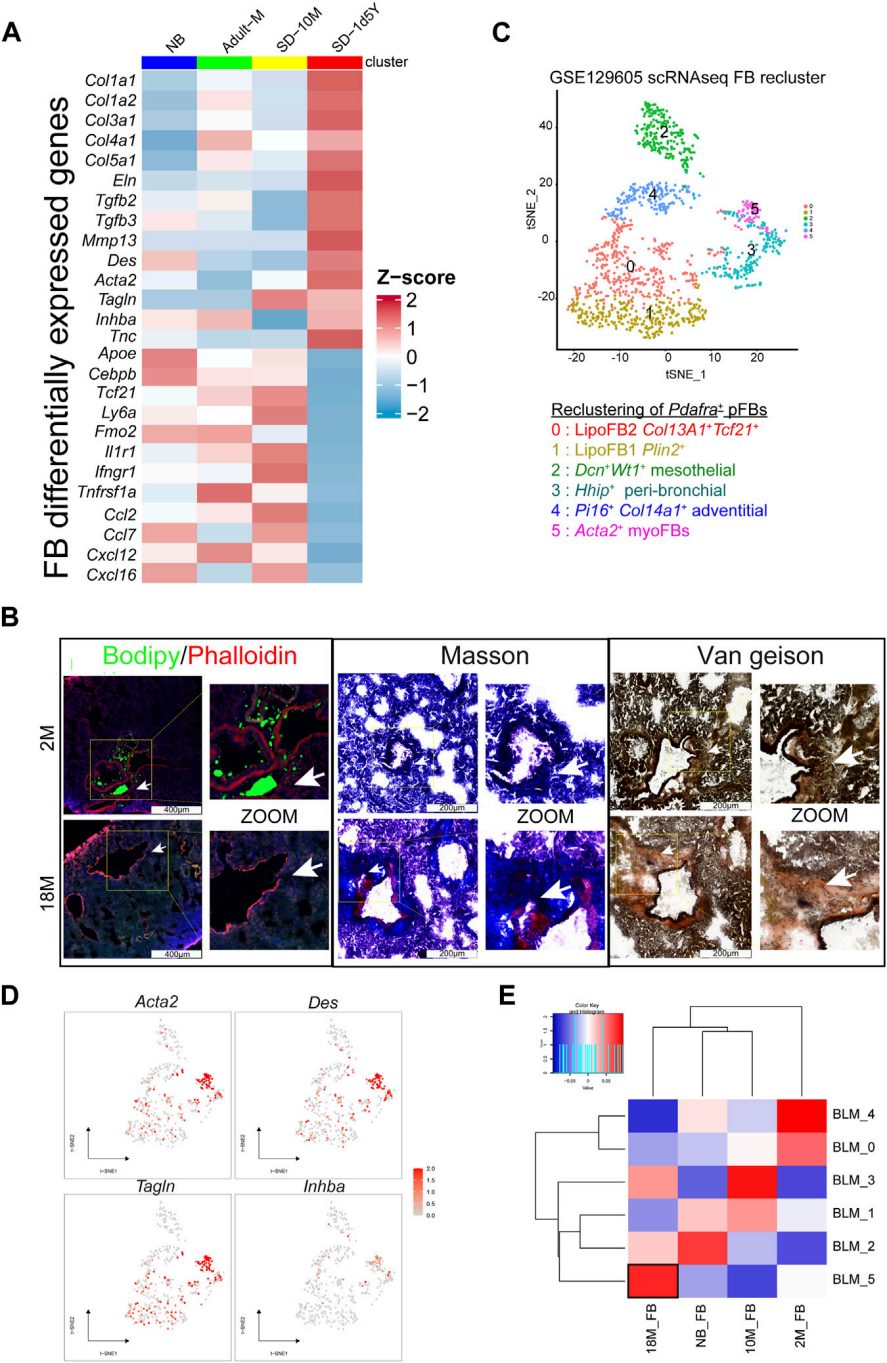
Tissue characteristics of aging fibroblasts. **(A)**. Heatmap showing the variable genes in aging mouse lung pFBs by z-score normalization analysis. Color scale of red to blue indicates z-score. **(B)**. Lipid stain/Masson stain/Van Geison stain showing tissue characteristics changes in 18 M group compared to the 2 M group of lung tissue. Scale bars, 200 μm and 400 μm. **(C)**. tSNE plot for BLM model pFB reclusters by scRNAseq analysis. **(D)**. Feature plot showing on tSNE projection of pFB reclusters. **(E)**. Heatmap showing BLM scRNAseq pFBs reclusters and aging pFBs reclusters relevance by pearson correlation analysis.

To determine the similarity between aged pFBs and the myofibroblasts in fibrotic lung tissue, we analyzed a publicly available database (GSE129605), containing single-cell data from the bleomycin (BLM)-induced murine pulmonary fibrosis model (Peyser et al., 2019). We reclustered *Pdgfra* ^+^ pFBs from BLM-treated mice into 6 clusters (BLM_0 ∼ BLM_5) (Figure 3C). According to the differentially expressed marker genes and their distribution, groups 0 and 1 were defined as lipoFB (*Col13a1* ^*+*^ *Tcf21* ^*+*^ *Plin2* ^*+*^), group 2 as mesothelial FB (*Wt1* ^*+*^ *Dcn* ^*+*^), group 3 as peri-bronchial FB (*Hhip* ^*+*^), group 4 as adventitial FB (*Col14a1* ^*+*^ *Pi16* ^*+*^), and group 5 as myoFB (*Acta2* ^*+*^ *Tagln* ^*+*^). (Figure 3C; Supplementary Figure S2). The pFB BLM_5 cluster highly expressed myofibroblast marker genes, including *Acta2*, *Des*, *Tagln,* and *Inhba*, and thus was defined as myofibroblasts (Figure 3D). Correlation analysis revealed that the 18 M aged pFBs highly corelated with the BLM_5 myofibroblasts (Figure 3E), supporting our finding that aging promotes the conversion of pFBs towards a myofibroblast-like phenotype, which may contribute to increased risk for pulmonary fibrosis of the aged individuals.

### The differentiation potential of fibroblasts in lung tissue during aging

CytoTRACE analysis (Gulati et al., 2020) showed that as mice aged, pFBs displayed a progressive decline in differentiation potential and a marked decrease in stemness of differentiation (Figure 4A). 

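At equal depth the median numbers of genes per fibroblast in the 4 libraries lay between 607 and 621. Thinned to 1000 UMIs per cell, the median pFB had 607 genes in NB, 619 in 2 M, 621 in 10 M and 613 in the library labelled 18 M. Within 2 M the quartiles were 583.75 and 646.25 genes. This spread between single cells cannot decide whether the medians differ, and no error of the medians was computed. Thinning left out 10, 2, 35 and 0 cells in the same order. Without thinning the medians were 2559, 2630, 2721 and 3417 genes, at median depths of 7659, 8458.5, 8425 and 13112 UMIs, so the higher value in 18 M goes with deeper cells. The 18 M median turned below that of 2 M with no upper limits on cells (2480 against 2750.5 genes). It also did so with Scrublet doublets left out (2386 against 2630 genes). The calls of 18 M cells were not used there, so no 18 M doublets were taken out. The 18 M pFBs instead numbered 233 with no upper limits and 197 in the Scrublet alternative, with a lower quartile of 603 genes in both. CytoTRACE was not run. Its first step, a score from the 200 genes best correlated with genes per cell, ranked from 0 to 1 over all pFBs, was repeated on the thinned cells. The median score was 0.507 in NB, 0.598 in 2 M, 0.5 in 10 M and 0.438 in the pFBs labelled 18 M, a difference of -0.16 from 2 M, with 2 M quartiles of 0.361 and 0.817. Thinned to 2000 UMIs it was 0.512, 0.594, 0.525 and 0.326, which sets 18 M further below 2 M, and without thinning 0.39, 0.638, 0.45 and 0.622. The unthinned 18 M score moved to 0.405 against 0.683 in 2 M with no upper limits on cells. With Scrublet doublets left out it was 0.387 against 0.711, and in both it was the lowest of the libraries. With at least 1000 UMIs per cell it was 0.449 against 0.669.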

To elucidate the relationship between the differentiation of lung fibroblasts and myofibroblasts during the aging process in mice, we subjected our samples to pseudotime analysis and executed gene clustering predicated on pseudotemporal expression patterns. 

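At the late end of an ordering of the pFBs, Inmt was lower than at its start within each of the 4 libraries, and Col1a1 was higher within 2 M, 10 M and 18 M and lower within NB, while Acta2 and Tagln went different ways. Monocle 2 was not available, so diffusion pseudotime was used, started at the end richer in 10 M cells, where Figure 4B places these cells. The ordered pFBs were split into 4 groups that pool the libraries in unequal parts. The 188 pFBs of the last group had 11340 CPM of Col1a1 and 740.3 CPM of Postn, against 1267 and 1.51 CPM in the 189 pFBs of the first group, while Inmt was at 407.4 against 3626 CPM. Acta2 was at 145.8, 64.01, 57.82 and 80.5 CPM in the first to last group, and Tagln rose from 90.0 to 184.9 CPM. Eln was highest in the second group, at 4726 CPM, and at 4207 CPM in the last and 790.9 CPM in the first. From the first to the last group within a library, a split chosen after the data were examined, Acta2 went from 337.3 to 6.566 CPM in 18 M (29 and 6 UMIs) and from 112.4 to 23.92 CPM in NB, and hardly moved in 10 M (170.5 and 177.8 CPM). Tagln rose in 10 M (107.9 to 416.8 CPM) and in 2 M (12.05 to 90.69 CPM, on 3 and 10 UMIs). It fell in 18 M (104.7 to 16.42 CPM) and in NB (87.03 to 7.973 CPM). Postn rose from 34.89 to 1741 CPM in 18 M and from 0 to 21.12 CPM in 10 M, and had 0 UMIs in 2 M. Of the 110 pFBs labelled 18 M, 10, 18, 18 and 64 fell in the first to last group. Their median pseudotime was 0.58, against 0.544 in NB, 0.546 in 2 M and 0.55 in 10 M. With haemoglobin genes and the markers of other cells left out the medians were 0.56 in 18 M, 0.518 in NB, 0.522 in 2 M and 0.526 in 10 M. Reclustering gave 7 subclusters. Adventitial fibroblasts, which line vessels and airways, made up 12 of 94 pFBs in 2 M (12.8%, 6.77 to 21.2%), 84 of 401 in 10 M, 28 of 149 in NB and 0 of 110 in 18 M. Lipofibroblasts or alveolar fibroblasts made up 10 pFBs in 2 M (10.6%) and 5 in 18 M (4.55%). A subcluster led by Postn, Cthrc1 and the growth gene Igf2 took 92 of its 101 pFBs from the library labelled 18 M. It carried 2 mesothelial markers (Wt1 and Nkain4) and 2 of adventitial fibroblasts, under the 3 that a name needed, and was left unnamed. The counts of named subtypes therefore come from only the other 18 of the 110 pFBs of the library labelled 18 M. A subcluster with Acta2 among its leading genes took 0 of its 139 from there. No subcluster met the rule for a myofibroblast name. Only the fibroblast cluster was reclustered. A cluster with Acta2, Tagln and Des among its markers had already been named pericytes and smooth muscle cells. It made up 1.385% of 18 M cells and 0.686% of 2 M cells. The missing name therefore cannot decide whether myofibroblasts were present.

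**Figure D3:**
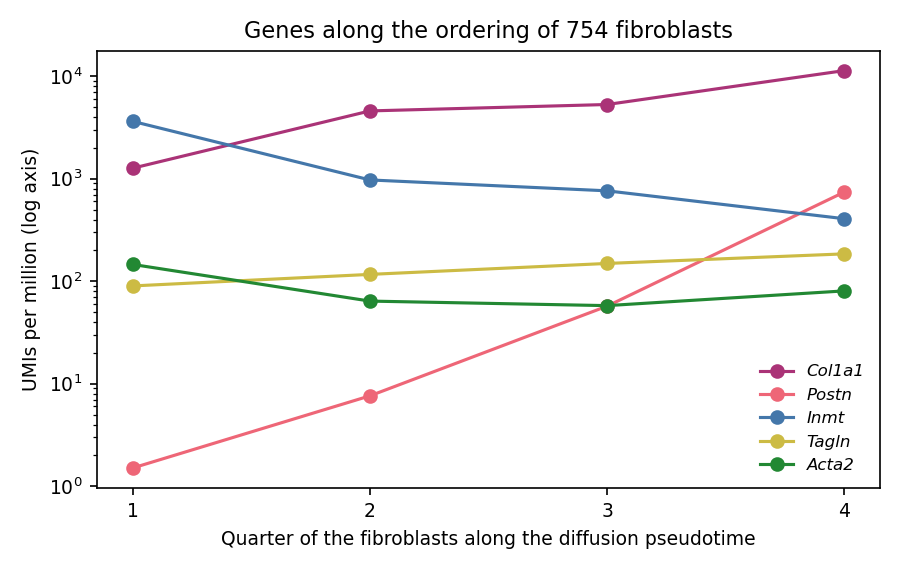
CPM of 5 genes (log axis) in 4 groups of the ordered fibroblasts, from first to last. The groups pool the 4 libraries. Postn goes from 1.51 to 740.3 CPM, and Acta2 is at 145.8, 64.01, 57.82 and 80.5 CPM.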

The data compellingly demonstrate that myofibroblasts emerge as the ultimate differentiation trajectory for NB, 2 M, 10 M, and 18 M fibroblasts throughout the aging process (Figures 4B–G), thereby substantiating that a substantial proportion of fibroblasts undergo differentiation into myofibroblasts as aging ensues.

**FIGURE 4:**
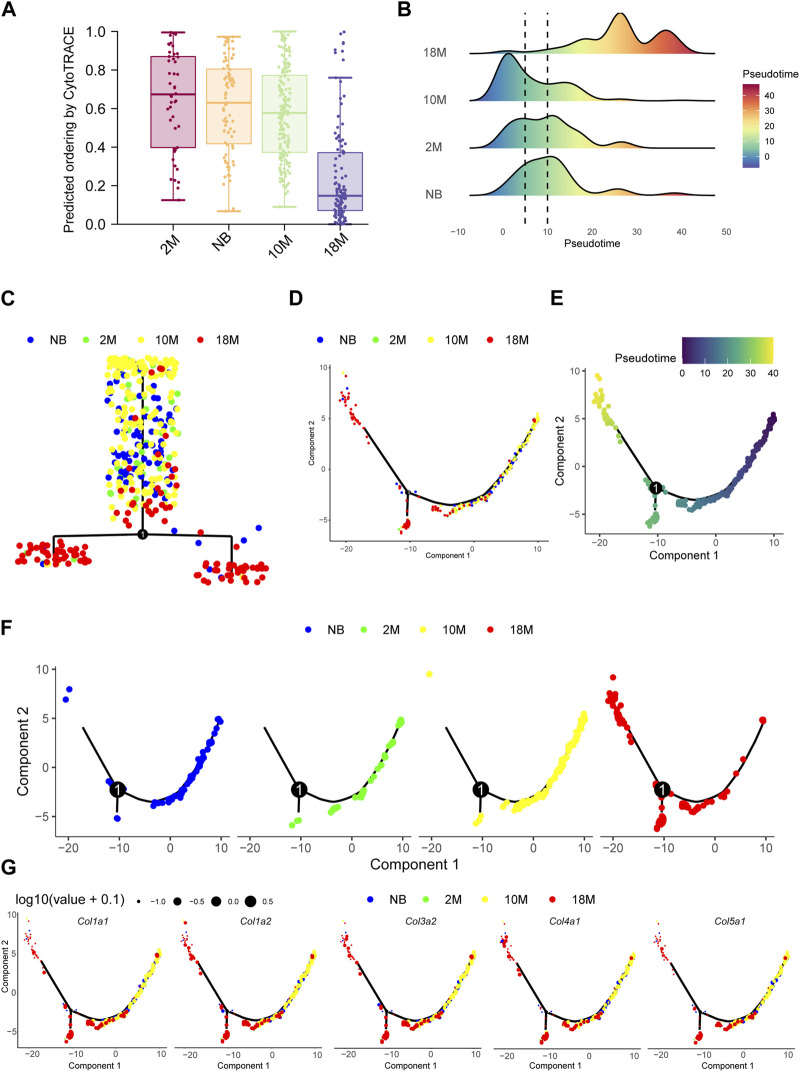
The differentiation potential of fibroblasts in lung tissue during aging. **(A)**. Bar chart for aging pFBs stemness of differentiation by CytoTRACE analysis. **(B)**. Pseudotime density showing the differentiation of fibroblasts from normal fibroblasts to myofibroblasts by Monocle2 analysis. **(C)**. Complex trajectory plot showing the branch of aging pFBs. **(D)**. Pseudotime trajectories showing cell states in all group. **(E)**. Pseudotime trajectories gradients showing differentiation direction of pFBs**. (F)**. Pseudotime trajectories showing cell states splite by each group. **(G)**. *Col1a1*, *Col1a2*, *Col3a1*, and *Col5a1* expression on cell pseudotime trajectory.

### Predicting the activation state of transcription factors in fibroblasts at different aging states

We next performed analysis to predict the activation state of transcription factors (TFs) in pFBs across diverse aging stages, which may bring insight into mechanisms underlying age-related changes of pFB. 

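Of 8 transcription factor genes most active at 18 M in Figure 5A, 5 of them named in the study's text, 4 were higher and 4 lower in the pFBs labelled 18 M than in 2 M pFBs, 3 each way beyond counting error, with a median log2 ratio of 0.05 (-0.13 to 0.24; percentile 83.8). Klf6, a factor of wound responses, was 1.42-fold higher (95% interval 1.29 to 1.56), Bach1, which represses oxidative stress genes, 1.45-fold (1.17 to 1.79) and Zbtb7a 1.30-fold. Atf3, a stress-induced factor (ENSMUSG00000026628), was lower, at 502 against 780.5 CPM, a ratio of 0.643 (0.579 to 0.715). Stat3, which carries cytokine signals, was at 0.803 times (0.691 to 0.935) and Arid5b at 0.750 times. Arid5b turned to a slightly higher value against 2 M and 10 M summed (log2 ratio 0.08), a reference chosen after the data were examined. Zeb1, a repressor of epithelial genes, was at 150.1 against 153.4 CPM, and its ratio of 0.979 (0.786 to 1.22) includes 1. Of 7 factors most active at 2 M in Figure 5A, read by eye, 6 were lower in the pFBs labelled 18 M, with a median of -0.76 (-0.93 to -0.53; percentile 0.31). Fosb was at 0.477 times (0.448 to 0.508), Mafk at 0.591 times and Jund at 0.724 times, while Klf4 did not differ beyond counting error (1.07, 0.989 to 1.15). Fosb, Jund and Atf3 are also induced when tissue is dissociated. The values are mRNA levels, and regulon activity was not computed. The study chose both groups on these samples, so neither count is independent evidence.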

As shown in Figure 5A, several TFs, including Atf3, Klf6, Zeb1, Bach1, and Stat3, were identified highly active TFs in aged pFBs, It has been shown that ATF3 expression increases in the lung with age (Bueno et al., 2018), and Zeb1 (zinc-finger E-box binding homeobox 1) is significantly upregulated in IPF and is considered as a new therapeutic target for IPF (Qian et al., 2019). In addition, KLF6 has been found to regulate the epithelial-to-mesenchymal transition process in diabetic pulmonary fibrosis (Zou et al., 2017). Furthermore, levels of phosphorylated STAT3 are elevated in lung tissues from patients with IPF and from BLM-treated mice, and STAT3 inhibitor can decrease fibroblast-to-myofibroblast differentiation (Pedroza et al., 2016). On the other hand, activation of Bach1, a transcript factor predominantly implicated in the antioxidant response under pulmonary conditions, could potentially augment age-related oxidative stress in the lung, thereby hastening the progression of aging and fibrosis (Zhang et al., 2018). Our results suggest that these transcription factors may play important regulatory roles driving the development of fibrotic phenotypes of pFBs during aging.

**FIGURE 5:**
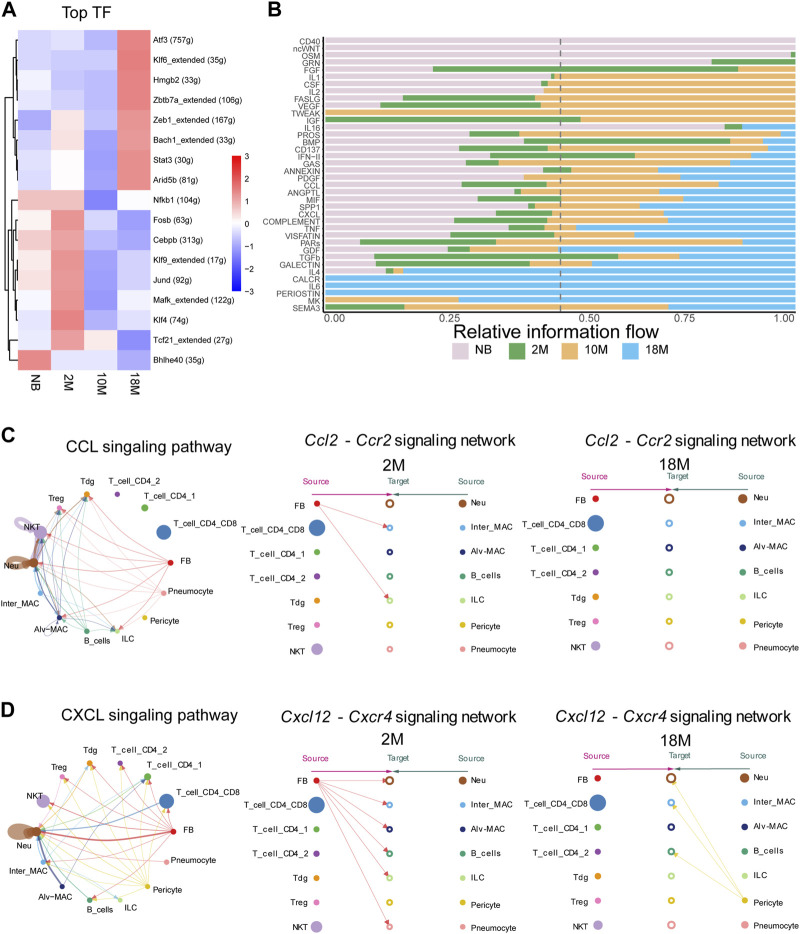
Anticipating the communication dynamics between fibroblasts and immune cells at various stages of aging. **(A)**. Heatmap for significant regulons for each pFBs by SCENIC analyze. **(B)**. Bar chart showing significant signaling pathways were ranked based on their differences in overall information flow within the inferred networks between aging lung tissue by cellchat analysis. **(C)**. Circle and hierarchy plot showing total, 2 M, 18 M cell-cell communication in CCL signaling pathway (left, middle, right). **(D)**. Circle and hierarchy plot showing total, 2 M, 18 M cell-cell communication in CXCL signaling pathway (left, middle, right).

### Characterization of the communication dynamics between fibroblasts and immune cells at various stages of aging

Alterations in intercellular communication emerge as key hallmarks of aging (López-Otín et al., 2013), therefore we next aimed to determine the communication dynamics between fibroblasts and immune cells across diverse aging states. We employed CellChat, a tool engineered to unravel intercellular communication networks through ligand-receptor interactions (Jin et al., 2021). We compared the overall intercellular (Figure 5B) and incoming and outgoing signal intensities (Supplementary Figures S3A–C) within disparate signaling pathways among NB, 2 M, 10 M, and 18 M lung tissues. In the course of aging, we have identified a notable alteration in the intensity of interactions among communities. Subsequently, we performed an in-depth examination of the specific ligand-receptor interaction pairs within these signaling pathways. In the signaling pathways associated with pFBs, a marked alteration has been observed in the interaction intensity of specific ligand-receptor pairs within CCL, CXCL, IGF, Complement, and PROS during the course of aging. Especially, It is essential to emphasize that within the CXCL and CCL signaling pathway, our data identified fibroblasts as the primary sources of Ccl2 and Cxcl12 (Figure 5C; Supplementary Figures S4A, B). 

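Fibroblasts held most of the Ccl2 and Cxcl12 UMIs in every library. For Ccl2 their share of the UMIs of a library was 92.6% in 2 M (90.6 to 94.3%), 83.8% in 10 M, 55.3% in NB and 60.8% in the library labelled 18 M (59.0 to 62.5%), and they had the highest CPM of all cell types in each. Interstitial macrophages, monocytes and dendritic cells held most of the rest in 18 M, 31.4%, and in NB, 27.6%. For Cxcl12 the share of fibroblasts was 52.7% in NB, 67.2% in 2 M, 81.6% in 10 M and 60.7% in the library labelled 18 M. By CPM, endothelial cells were above fibroblasts in NB (589 against 263.3 CPM) and in 2 M (321.7 against 226.1 CPM), and below them in 10 M and in 18 M. Shares follow the number of cells of each type, and fibroblasts were 401 in 10 M and 94 in 2 M. The receptor gene Cxcr4 was highest in B cells and NK cells in these libraries, at 577.2 and 577.0 CPM in 2 M and 517.6 and 563.6 CPM in 18 M.

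**Figure D4:**
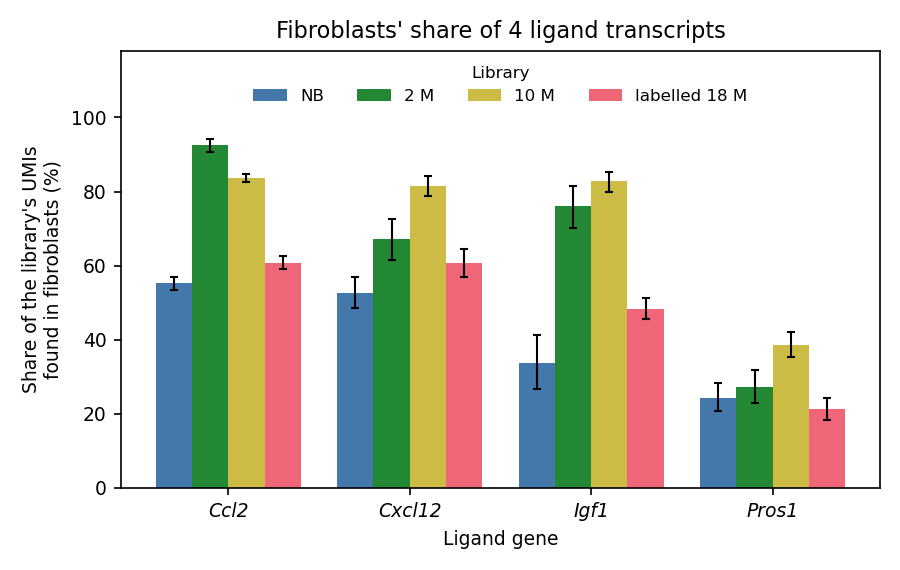
Percent of the UMIs of Ccl2, Cxcl12, Igf1 and Pros1 found in fibroblasts, by library, with exact 95% Clopper-Pearson intervals. The Ccl2 share is 92.6% in 2 M and 60.8% in the library labelled 18 M.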

Binding of *Ccl2* to *Ccr2* receptor present on macrophage surfaces can potentiate macrophage migratory ability, and foster macrophage recruitment to the inflamed tissue site (Galipeau, 2021; Lei et al., 2021). Here, cell chat analysis revealed that the pFB-MAC interaction through the CCL2-CCR2 signaling network was largely lost in 18 M aged cells. 

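The ligand gene was higher and the receptor gene lower in macrophages of the library labelled 18 M. For Ccl2, interstitial macrophages, monocytes and dendritic cells themselves had 453.7 CPM (999 UMIs) against 49.2 CPM in 2 M (23 UMIs), 9.22-fold higher (95% interval 6.11 to 14.6). Ccr2, the receptor of Ccl2, was lower in these cells, at 64.0 CPM (141 UMIs) in 18 M against 192.5 CPM (90 UMIs) in 2 M, a ratio of 0.333 (0.254 to 0.438). It was at 162.4 CPM in 10 M and 126.9 CPM in NB. In alveolar macrophages Ccr2 was near background, with 3.21 against 7.15 CPM (0.449, 0.220 to 0.936). In T cells it was 3.08-fold higher in 18 M (2.67 to 3.57), and NK cells had the highest CPM in 2 M (244.8), 10 M (215.4) and 18 M (377.1). The interstitial class mixes cell types, and the largest group of its 272 cells in 18 M lay in another cluster than that of its 43 cells in 2 M. CellChat was not run.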

The Cxcl12-Cxcr4 signaling axis plays a vital role in lung tissues, orchestrating a range of biological processes including the recruitment and retention of macrophages at sites of inflammation, which in turn influences the progression of inflammatory diseases. Furthermore, this signaling pathway is involved in the migration of fibroblasts to the lungs, facilitating tissue repair, and has been linked to pathological changes in conditions such as pulmonary fibrosis (Xie and Zhao, 2017; Isles et al., 2019; Jaffar et al., 2020; Tang et al., 2021). 

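Cxcl12 had 395 UMIs in the pFBs labelled 18 M and 199 UMIs in 2 M pFBs, more than in pericytes in both. Pericytes and smooth muscle cells held 24.6% of the Cxcl12 UMIs of the library labelled 18 M, against 8.78% in 2 M, 5.27% in 10 M and 6.22% in NB. Per cell type their Cxcl12 was at 157.8 CPM in 18 M (160 UMIs) and 106.9 CPM in 2 M (26 UMIs), a ratio of 1.48 (95% interval 0.971 to 2.33) that includes 1. They numbered 116 and 38 cells. Endothelial cells, which line vessels, had lower Cxcl12, at 167.8 CPM in 18 M against the 2 M value (ratio 0.522, 0.359 to 0.756), and held 8.76% and 22.0% of the UMIs.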

Cell-chat analysis showed that in the 2 M-aged cells, *Cxcl12* signal originated from pFBs, whereas in the 18 M-aged cells, Cxcl12 expression was lost in pFBs and in turn was primarily produced by pericytes (Figure 5D). The *Pros1*-*Axl* signaling pathway regulates apoptosis and inflammatory responses during lung tissue aging, contributing to pulmonary stability by restraining excessive immune responses, thereby preventing severe damage, inflammation, and subsequently slowing lung aging (Waterborg et al., 2018). Our analysis revealed that *Pros1* was secreted from pFBs acting on alveolar macrophages, and this interaction was intensified in the 18 M-aged compared to 2 M groups (Supplementary Figure S5A). This aligns with the self-protection mechanism associated with myofibroblast formation and the marked reduction in immune responses during aging. 

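Pros1, which encodes protein S, a ligand of the receptors Axl, Tyro3 and Mertk (ENSMUSG00000022912, chromosome 16), did not differ in pFBs beyond counting error. It was at 115.2 CPM in the pFBs labelled 18 M and 121.6 CPM in 2 M, a ratio of 0.948 (95% interval 0.739 to 1.22). Alveolar macrophages held the largest part of its UMIs themselves, 56.4% in 2 M and 52.5% in 18 M, against 27.2% and 21.2% in pFBs, and their Pros1 was at 0.590 times the 2 M value (0.500 to 0.698). Of the receptors, Axl was lower in alveolar macrophages, at 382.9 against 477.8 CPM (0.801, 0.744 to 0.863), and Mertk was at 0.585 times (0.503 to 0.682). Alveolar macrophages held 76.4% of Axl UMIs in 18 M and 77.5% in 2 M. Axl in pFBs was at 263.9 against 237.4 CPM (1.11, 0.936 to 1.32). Values are mRNA levels, and interactions were not computed.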

The *Igf1*-*Igf1r* pathway is pivotal in regulating cell proliferation, differentiation, and apoptosis, as well as maintaining the structural and functional stability of lung tissue during repair and regeneration, thus critically contributing to the prevention of lung damage, inflammation, and deceleration of the aging process (Kineman et al., 2018; Cottage et al., 2019; Sun et al., 2021). Our data indicated that Igf1 was originated from fibroblasts and pericytes in the 2-month group, and this signal subsequently declined during aging (Supplementary Figures S5B). These results indicate that the intercellular communication between pulmonary fibroblasts and immune cells become dysregulated during aging.

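Igf1, insulin-like growth factor 1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042), was higher in the pFBs labelled 18 M, at 425.9 CPM against 200.0 CPM in 2 M, a ratio of 2.13 (95% interval 1.80 to 2.53). Its log2 ratio of 1.09 was 0.65 with no upper limits on cells and 0.71 in pFBs taken by markers of single cells. It was at 187.8 CPM in 10 M and 49.2 CPM in NB. Fibroblasts had the highest CPM of all cell types in each library and held 76.2% of its UMIs in 2 M, 82.7% in 10 M, 48.3% in 18 M and 33.7% in NB. Pericytes and smooth muscle cells had 214.1 against 102.8 CPM (2.08, 1.37 to 3.29), and alveolar macrophages 44.1 against 10.0 CPM (4.41, 2.83 to 7.23). The receptor gene Igf1r was higher in B cells labelled 18 M (6.21-fold, 5.20 to 7.48), 1.60-fold higher in T cells (1.49 to 1.72), and not apart beyond counting error in pFBs (1.23, 0.990 to 1.53). C3, the central complement protein, was at 0.388 times its 2 M value in pFBs (0.351 to 0.428), and pFBs held 71.0% of its UMIs in 2 M and 22.4% in 18 M. Of 11 ligand and receptor genes that the study names, chosen on these samples and so not independent evidence, 7 were higher and 4 lower in the pFBs labelled 18 M, 3 and 1 of them beyond counting error, with a median log2 ratio of 0.28 (-0.04 to 0.44).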

### Activation of TGFβ pathway induces the transcriptional signature of aging in cultured pulmonary fibroblasts

Pulmonary innate immunity plays a critical role in protecting the lung from airborne pathogens, and age-related loss of pulmonary innate immune function contributes to increased risk of respiratory infection in aged individuals (Schneider et al., 2021). Studies have shown that aging impairs the ability of macrophages and/or neutrophils to recognize pathogens and to produce proinflammatory cytokines/chemokines, due to the age-dependent loss of toll-like receptor (TLR) expression in these myeloid cells (Renshaw et al., 2002; Cho et al., 2018). To gain insight into the immune-deficient phenotype of pulmonary fibroblasts, we analyzed the age-related changes in a panel of innate immune receptors. 

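Il1r1, the receptor of interleukin 1 (chromosome 1, 40225080 to 40317257), was highest in fibroblasts among all cell types in every library, with 54.1% of its UMIs in 2 M and 40.7% in the library labelled 18 M. Pericytes and smooth muscle cells came next, with 98.7 CPM in 2 M and 104.6 CPM in 18 M, and T cells had 3.03 and 6.97 CPM. A UMI of Il1r1 was found in 61.7% of 2 M pFBs and 72.7% of those labelled 18 M, at median depths of 8458.5 and 13112 UMIs, against 0.82% and 0.66% of B cells at 3587 and 2999.5 UMIs. Of the toll-like receptors in pFBs, Tlr4 had 19 UMIs in 2 M and 9 in 18 M (0.291, 95% interval 0.116 to 0.675), Tlr3 had 7 and 5, within counting error, Tlr1 and Tlr5 1 each, and Tlr7, Tlr8 and Tlr9 0 in both. Tlr2 was the exception, with 10 and 48 UMIs (2.95-fold, 1.47 to 6.54). Il1r1 and the 3 toll-like receptors with enough UMIs, Tlr2, Tlr3 and Tlr4, had a median log2 ratio of -0.39. Alveolar macrophages had the highest CPM of Tlr2, which senses bacterial lipoproteins, at 907.1 CPM in 2 M and 521.9 CPM in 18 M (0.575, 0.544 to 0.609). Neutrophils were second, with 257.1 and 485.3 CPM (1.89, 1.63 to 2.20), in 18 M with an interval (452.8 to 519.4) that overlaps that of alveolar macrophages (504.6 to 539.7), and their 18 M cells formed a cluster of their own. Interstitial macrophages, monocytes and dendritic cells had 55.6 and 202.6 CPM.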

Violin plots showed that pFBs expressed high level of *Il1r1* but not other TLRs, whereas macrophages and neutrophils expressed higher level of *Tlr2* (Figure 6A; Supplementary Figure S6A). Furthermore, *Il1r1* expression and a panel of IL1 pathway downstream chemokine gens (*Cxcl1, Cxcl12*) was notable lost in the 1.5 years aged pFBs compared to the 2 months young pFBs, accompanied with age-related loss of the expression of lipogenesis genes and gain of fibrosis genes (Figure 6B).

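Il1r1, Cxcl1 and Cxcl12 were higher in the pFBs labelled 18 M than in 2 M pFBs. Il1r1 was at 185.0 CPM there against 142.0 CPM in 2 M, 175.5 in 10 M and 112.2 in NB. It turned to a slightly lower value (log2 ratio -0.06) when a cluster of cells with few UMIs was added to the pFBs, an alternative chosen after the data were examined. Cxcl1, a neutrophil attractant induced by interleukin 1 (ENSMUSG00000029380, chromosome 5), was at 4132 CPM in 18 M, 2457 CPM in 2 M, 4929 CPM in 10 M and 3563 CPM in NB, so 2 M was lowest, and against 2 M and 10 M summed, a reference also chosen later, its direction in 18 M turned (-0.10). Cxcl12 was at 275.8 CPM in 18 M, 226.1 in 2 M, 202.6 in 10 M and 263.3 in NB. Its direction in 18 M turned as the mean over cells (-0.41) and, under alternatives chosen after the data were examined, with the cluster of few UMIs (-0.15) and in the pFBs with Y-linked and no Xist UMIs (-0.45). Cxcl5, of the same family, rested on 18 UMIs against 1 (11.1-fold, 95% interval 1.75 to 461), and its direction turned against 2 M and 10 M summed (-0.49).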

**FIGURE 6:**
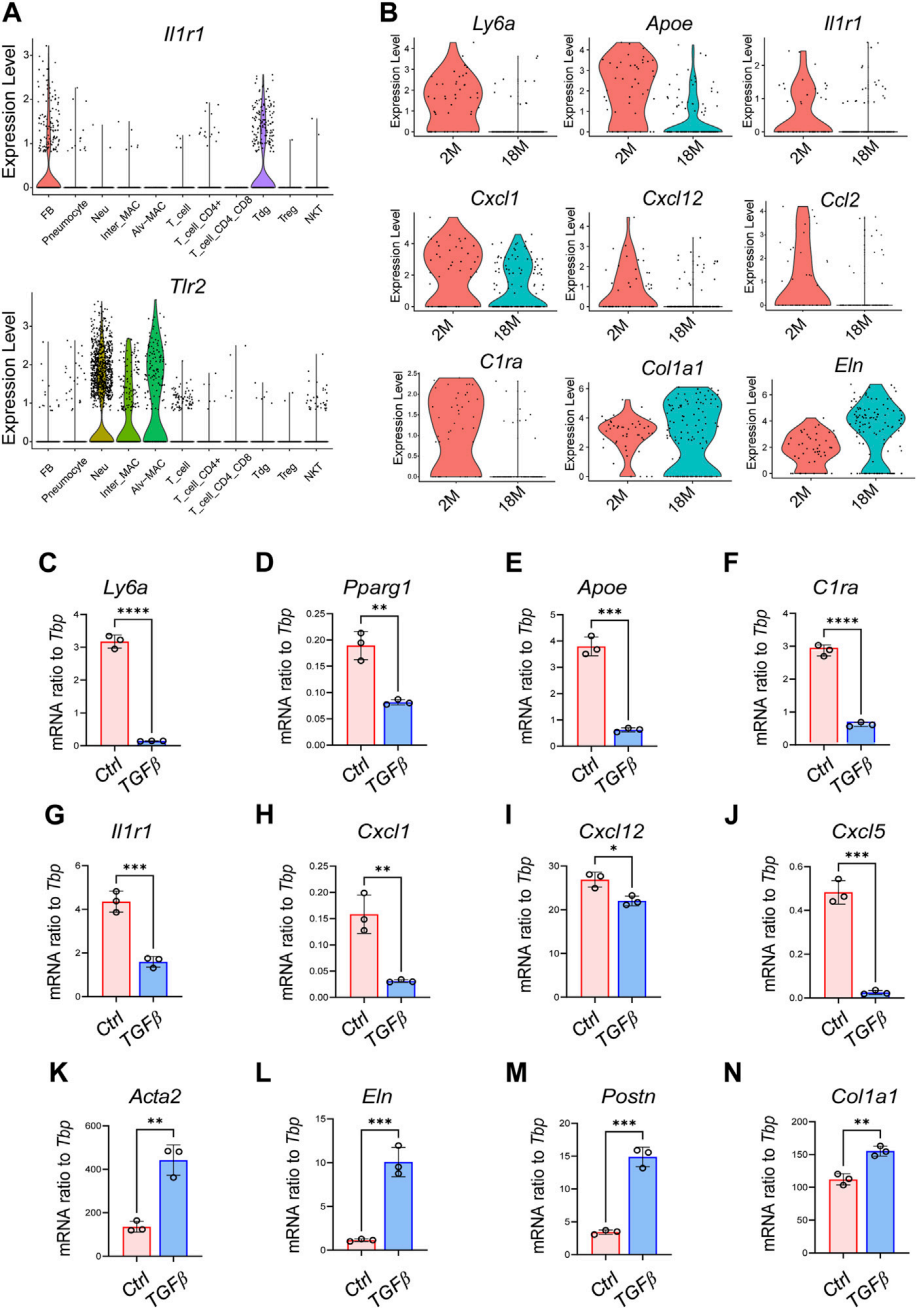
Activation of TGFβ pathway induces the transcriptional signature of aging in cultured pulmonary fibroblasts. **(A)**. Violin plots showing the expression of Il1r1 and Tlr2 in various pulmonary cell clusters as shown. **(B)**. Violin plots showing changes of genes related to lipogenesis (Ly6a, Apoe), immune (*Il1r1, Cxcl1, Cxcl12, Ccl2, and C1ra*), and fibrosis (*Col1a1, Eln*) in pulmonary fibroblasts from 2-month and 18-month mice. **(C–N)**. Primary pulmonary FBs were treated with recombinant mouse TGFβ at a concentration of 3 ng/mL for 2 days and then subjected to qRT-PCR of indicated genes (*n* = 3/group). All error bars indicate mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001.

TGFβ plays a central role in the development of idiopathic pulmonary fibrosis by regulating several cellular processes, such as myofibroblast differentiation, extracellular matrix deposition, and cell senescence (Saito et al., 2018; Ye and Hu, 2021), and activation of TGF-β signaling has been linked with the development of several aging-associated disorders (Tominaga and Suzuki, 2019). Therefore, we next investigated whether TGFβ treatment in young pFBs may lead to the development of the aging phenotypes observed by sc-RNAseq. As shown in Figures 6C–N; Supplementary Figure S6B, TGFβ treatment on young primary pulmonary fibroblasts (isolated from 2-month-old mice) significantly increased the expression of fibrosis and/or myofibroblasts (A*cta2, Col1a1, Postn, Eln, Tnc*), inhibited the expression of genes related to lipogenesis (*Pparg, Apoe, Ly6a*) as well as immune response (*Il1r1, Cxcl1, Cxcl5, Cxcl12, C1ra*). These *in vitro* changes are highly consistent with the age-dependent changes of pFBs shown by scRNAseq, indicating that age-dependent activation of the TGFβ pathway may play a role in driving pulmonary fibroblast aging. Future study is still needed to validate the role of TGFβ pathway in driving the development of the fibrotic, immune-deficient, and lipodystrophy phenotypes in pulmonary fibroblasts during aging.

## Conclusion

We present a single-cell transcriptomic atlas of lung tissues derived from mice at various stages of aging, uncovering substantial shifts in fibroblast differentiation status, fibrotic phenotype, and immune regulation potential throughout the aging process. These changes of pulmonary fibroblasts may lead to age-dependent increase of risk for pulmonary fibrosis. Our *in vitro* data suggest that TGFβ may play a role in promoting the development of the fibrotic, immunodeficient and lipodystrophic phenotypes during the aging process of pulmonary fibroblasts. The findings of our study are poised to advance the development of biomarkers, diagnostic techniques, and targeted therapies for lung diseases associated with aging.

Together, our single-cell transcriptomic analysis provides an in-depth examination of an age-associated transcriptomic atlas for the lung fibroblast lineage, and establishes an intricate cell interaction network between pFBs and immune cells in mice across various stages of aging. These results may provide the foundation for in-depth research into aging-associated pulmonary pathologies.

## Discussion

In this study, we utilized single-cell transcriptomic sequencing to elucidate the diversity of cell types within lung tissues derived from mice at various ages, creating an inventory of marker genes for each cellular subtype, the transcriptional profiles and differentiation trajectories of pulmonary fibroblasts, and cell-cell interaction networks. We found that aged pFBs gained the characteristics of myofibroblasts, key contributors to pulmonary fibrosis (Wynn and Ramalingam, 2012), and this change may increase the risk of aged lung to pulmonary fibrosis development. Pulmonary lipo-fibroblasts, which can store lipid droplets within lung tissues, play an important role in maintaining lung homeostasis by involving in the production of surfactants by type II alveolar epithelial cells and alveolar development and regeneration associated with retinoic acid (vitamin A) storage (Tahedl et al., 2014). In contrast to age-related gain of fibrotic gene expression, the expression levels of lipogenesis-related genes including *Pparg*, *Plin2*, *Fabp1*, *Fabp4*, *Fabp5*, *Lpl*, and *Lipa* (Chen et al., 1998; Chen et al., 2012) as well as chemokines (Ccl2 and Cxcl12) were notably lost in aged pFBs compared to young pFBs as shown by our scRNA-seq data. These results suggest that pFBs may play critical roles in immune regulation, particularly warranting further investigation into their interactions with alveolar macrophages.

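Of the 7 lipid genes, 5 had enough UMIs, and all 5 were higher in the pFBs labelled 18 M than in 2 M pFBs, 4 of them beyond counting error. Lpl, which frees fatty acids from lipoproteins, was 3.63-fold higher (95% interval 2.87 to 4.64), and the fatty acid carriers Fabp4 and Fabp5 were 4.13-fold (1.85 to 10.8) and 3.07-fold (1.64 to 6.28) higher. Plin2, which coats lipid droplets (ENSMUSG00000028494), rested on 28 and 75 UMIs, 1.65-fold higher (1.05 to 2.64). It turned in the pFBs labelled 18 M that had Y-linked but no Xist UMIs (log2 ratio -0.12), a subset chosen after the data were examined. Lipa, a lysosomal lipase, did not differ beyond counting error (1.14, 0.813 to 1.61). Pparg, the main regulator of fat cells, had 0 UMIs in 2 M and 1 in 18 M, and Fabp1 had 0 in both, so no difference in them was detectable at this depth. Plin2 was highest in NB, at 80.3 CPM, and Lpl in the library labelled 18 M, at 342.1 CPM against 94.3 CPM in 2 M. Of 16 lipid handling genes, 9 were higher and 7 lower, 5 and 4 of them beyond counting error, with a median log2 ratio of 0.17 (-0.30 to 0.45; percentile 91.44). The median was 1.15 with the cluster of few UMIs added to the pFBs, an alternative chosen after the data were examined. Lpl is also a marker of alveolar macrophages, and free RNA of these cells was higher in the library labelled 18 M, where T cells carried 78.6 CPM of Chil3 against 11.7 CPM in 2 M. Acsl1, which activates fatty acids, was 3.69-fold higher (1.08 to 19.5), while Cebpa was at 0.410 times (0.221 to 0.746) and the lipase gene Lipe at 0.279 times (0.0761 to 0.872).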

During the pathogenesis of pulmonary fibrosis, adipogenic fibroblasts have been reported as a significant source of activated myofibroblasts (Varisco et al., 2012). Our pseudotime analysis of cell lineage differentiation revealed the initial and final differentiation states of pFB through life-span, and indicates that lipofibroblasts may transdifferentiate toward myofibroblasts during aging. This age-related adipogenic to fibrotic switch of pFBs may increase the risk of fibrosis development upon lung injury and/or infections in aged lung tissues.

TGFβ signaling plays a central role in promoting the transition of lipofibroblasts to myofibroblasts during the pathogenesis of lung fibrosis (El Agha et al., 2017; Saito et al., 2018; Ye and Hu, 2021), and activation of TGFβ signaling has also been linked with the development of several aging-associated disorders (Tominaga and Suzuki, 2019). We have previously shown that age-dependent activation of TGFβ pathway in dermal fibroblasts leads to impaired adipogenic and antimicrobial innate immune response of dermal fibroblasts to invading bacteria, leading to increased susceptibility of aged mice to skin bacterial infection (Zhang et al., 2019). Here we found that TGFβ treatment in young pFBs not only induced the expression of fibrotic genes, but also inhibited IL1 and innate immune related genes as well as lipogenesis genes (Figures 6C–N). Future study is still needed to validate the *in vivo* role of TGFβ pathway in driving the development of aging phenotypes in pulmonary fibroblasts.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237757.

# Supplementary material for: Deciphering the age-dependent changes of pulmonary fibroblasts in mice by single-cell transcriptomics
**Source:** Front Cell Dev Biol. 2023 Nov 29;11:1287133. doi: 10.3389/fcell.2023.1287133
**Supplement:** Supplementary file 2

Fig1.Supplementary material

A.

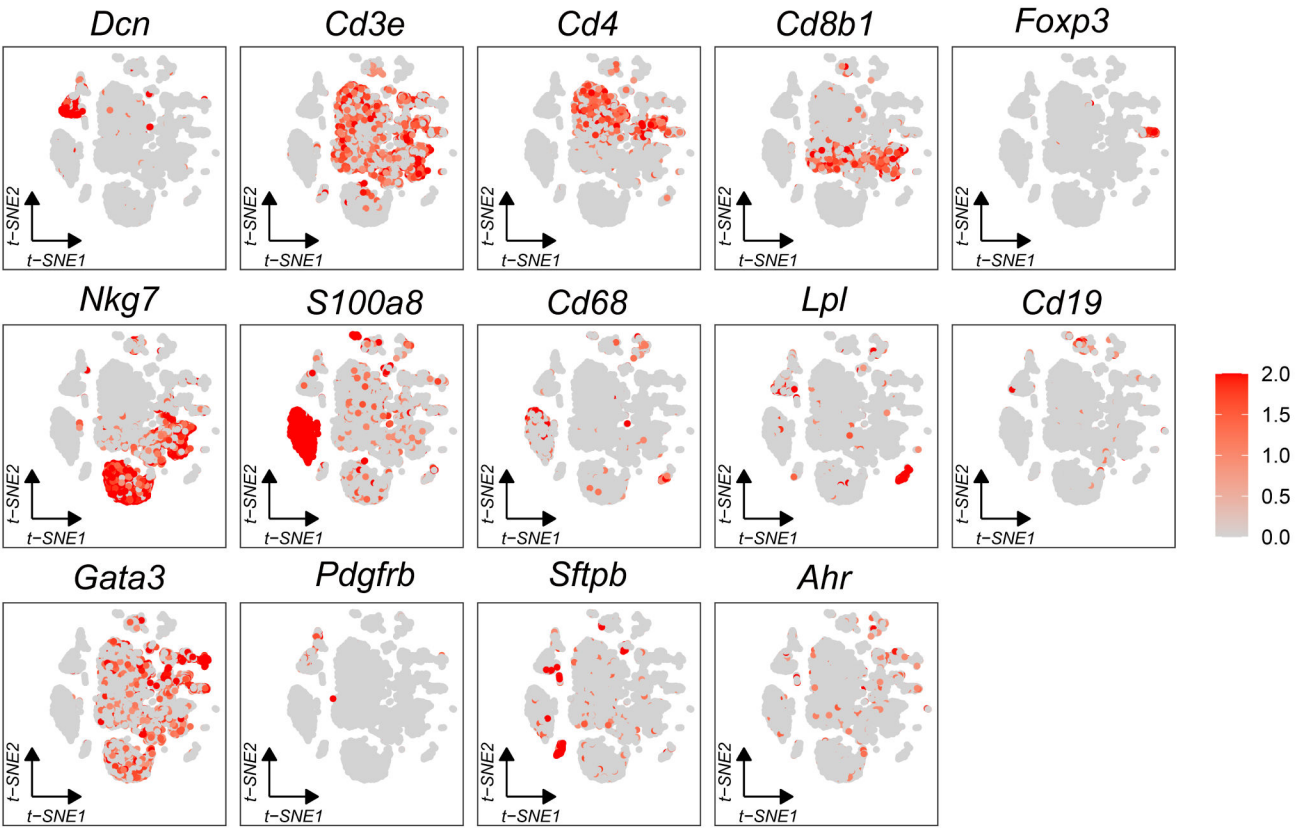

B.

NB

2M

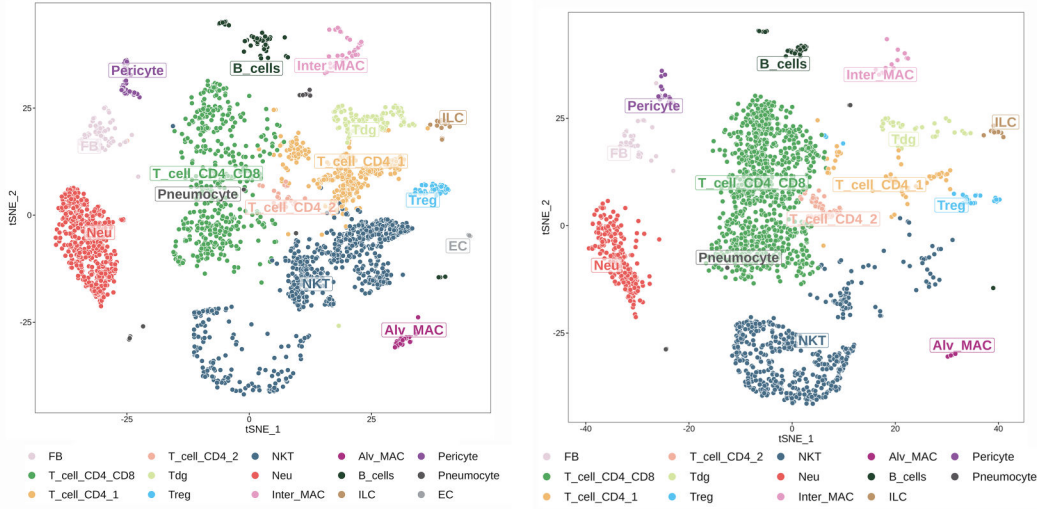

10M

18M

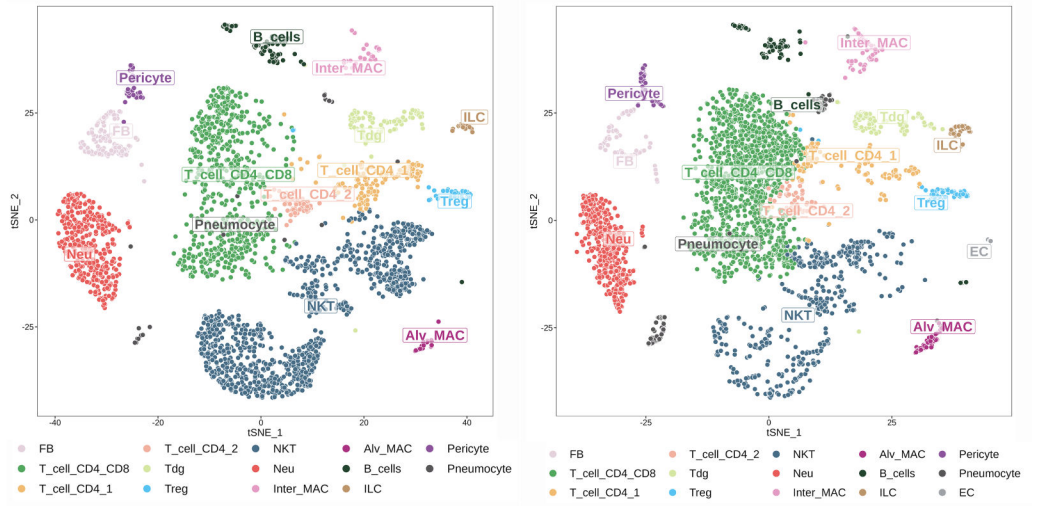

C.

## Cluster top10 Marker genes

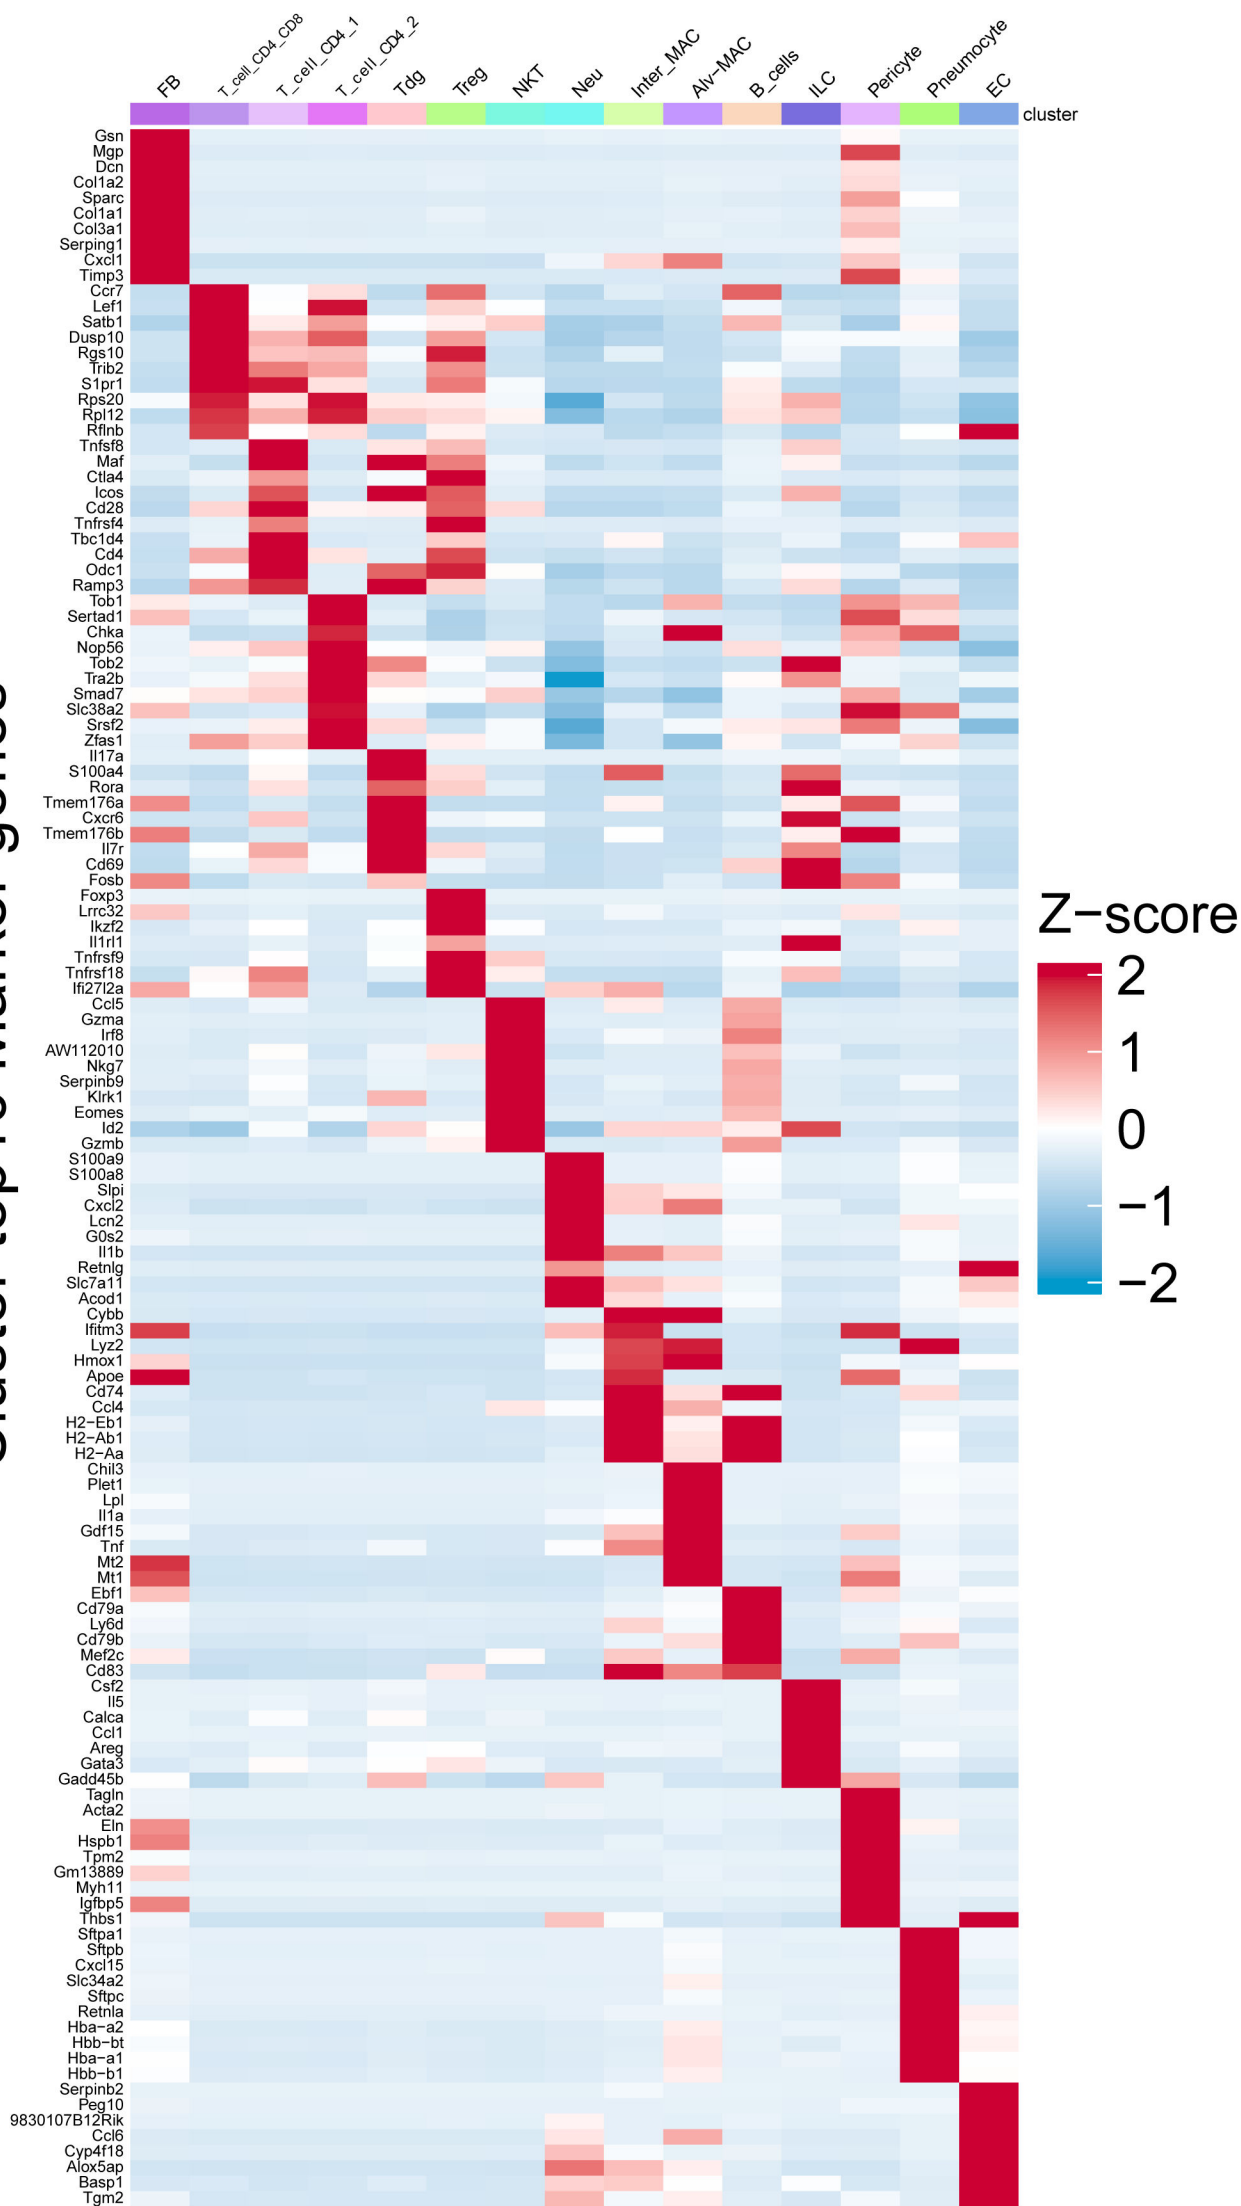

---

**FIGURE S1. Commencing with the classification of cells within aging mouse lung tissue via scRNA-seq. A.** Feature plots showing the expression of indicated marker genes. **B.** tSNE projection of sequenced mouse cells, showing the partitioning of 15 cell types by aging sample. **C.** Heatmap showing the top10 marker genes in aging mouse lung each subpopulation by z-score normalization analysis. Color scale of red to blue indicates z-score.

Fig2. Supplementary material

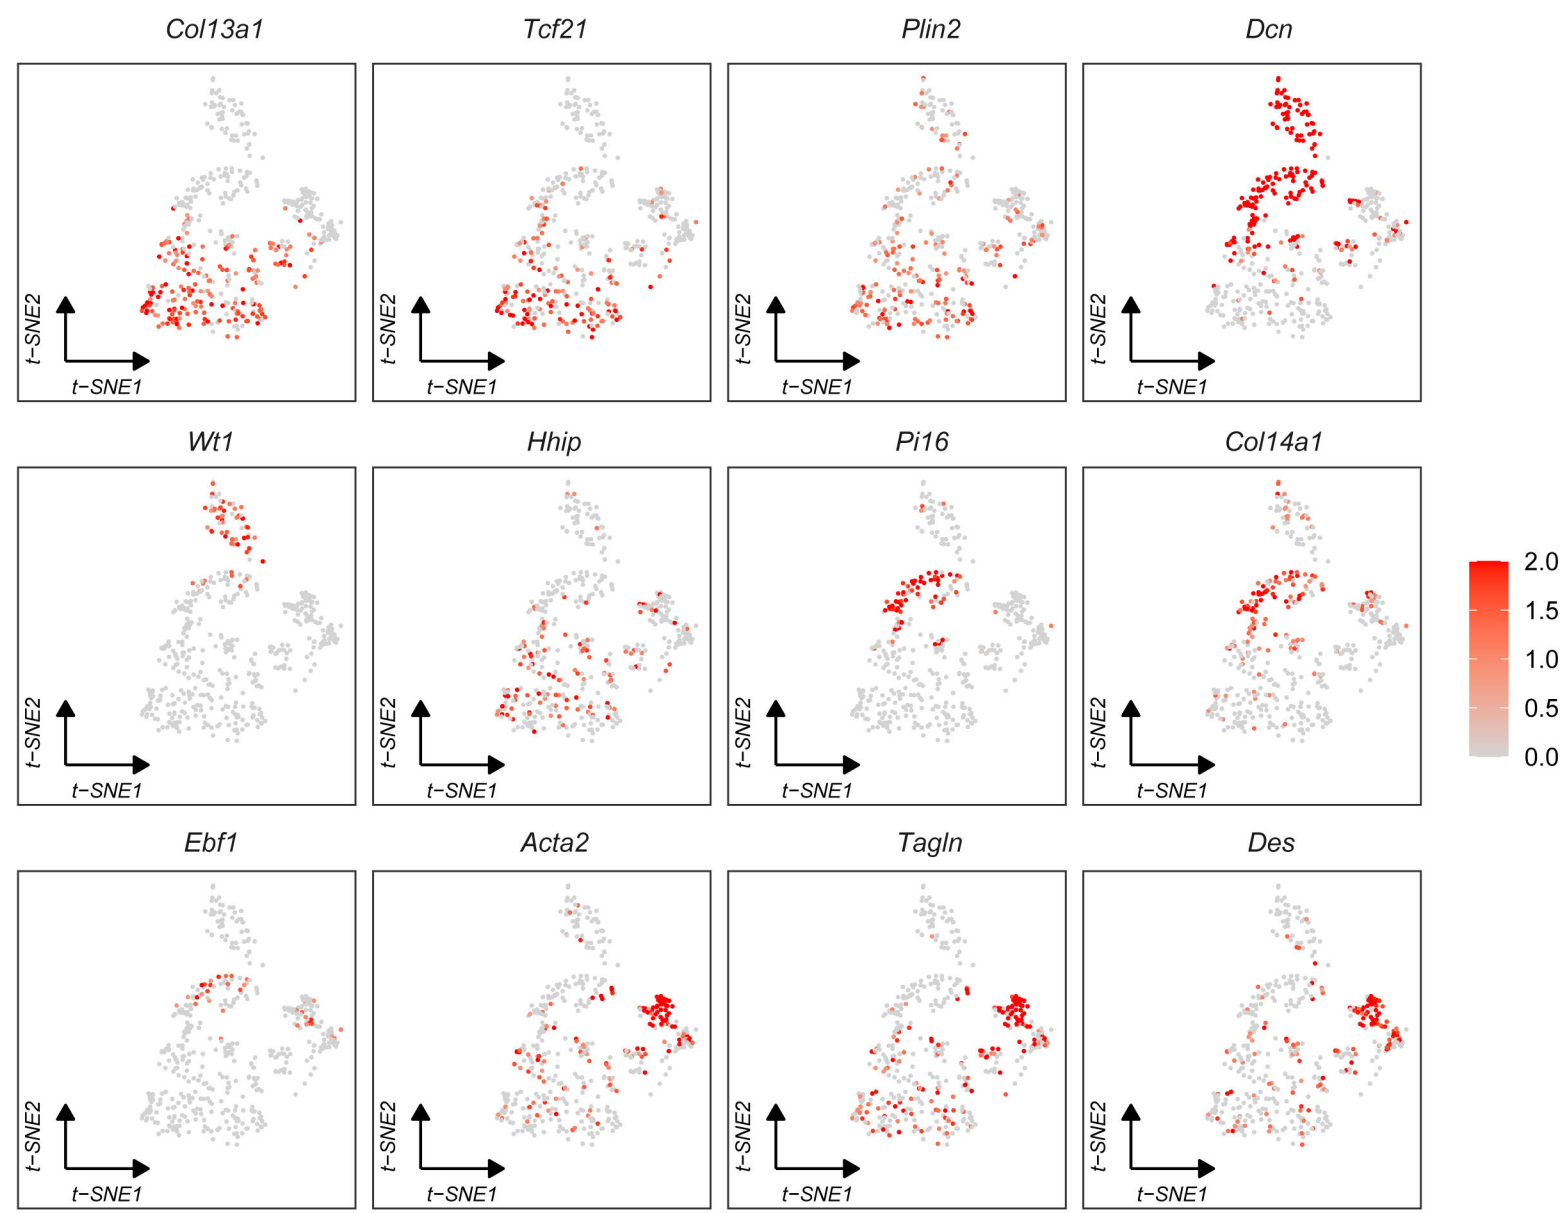

---

**FIGURE S2. Representative marker genes for *Pdgfra*<sup>+</sup> pFB subclusters.**

Feature plots showing the expression of subcluster marker genes for the *Pdgfra*<sup>+</sup> pFBs from the BLM-treated mouse lung sc-RNAseq database (GSE129605).

Fig3. Supplementary material

A.

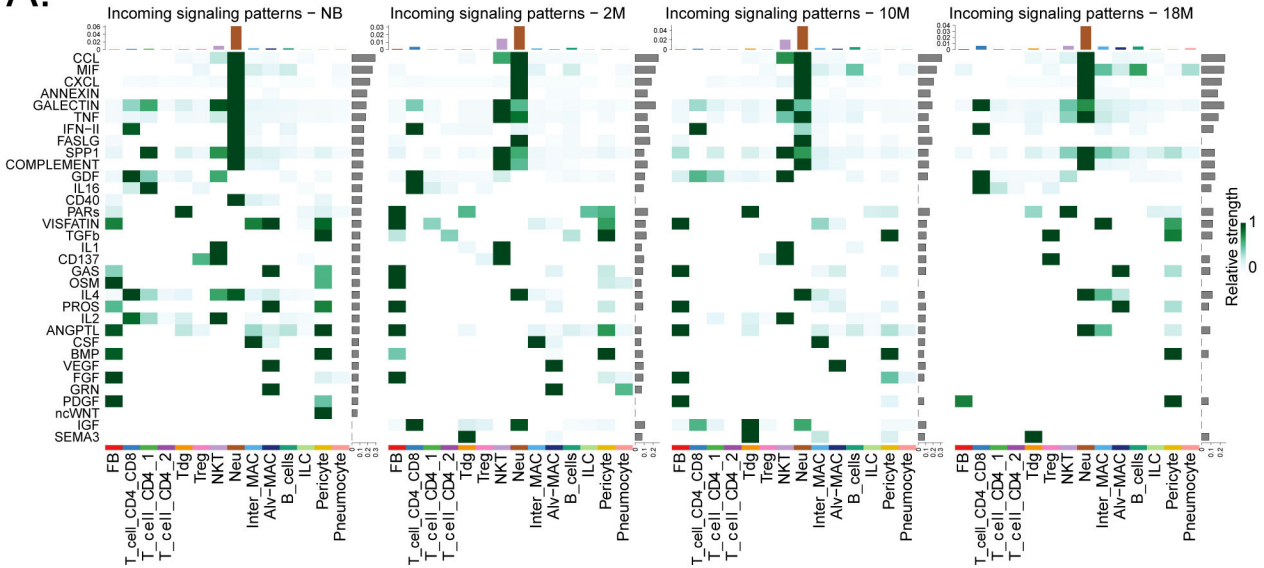

B.

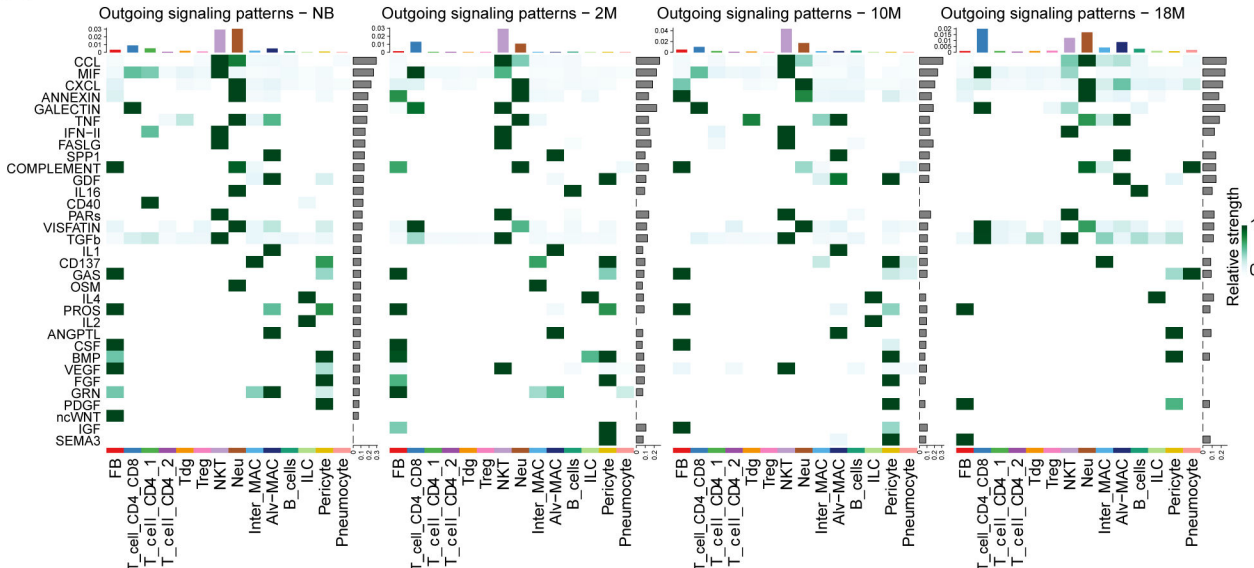

C.

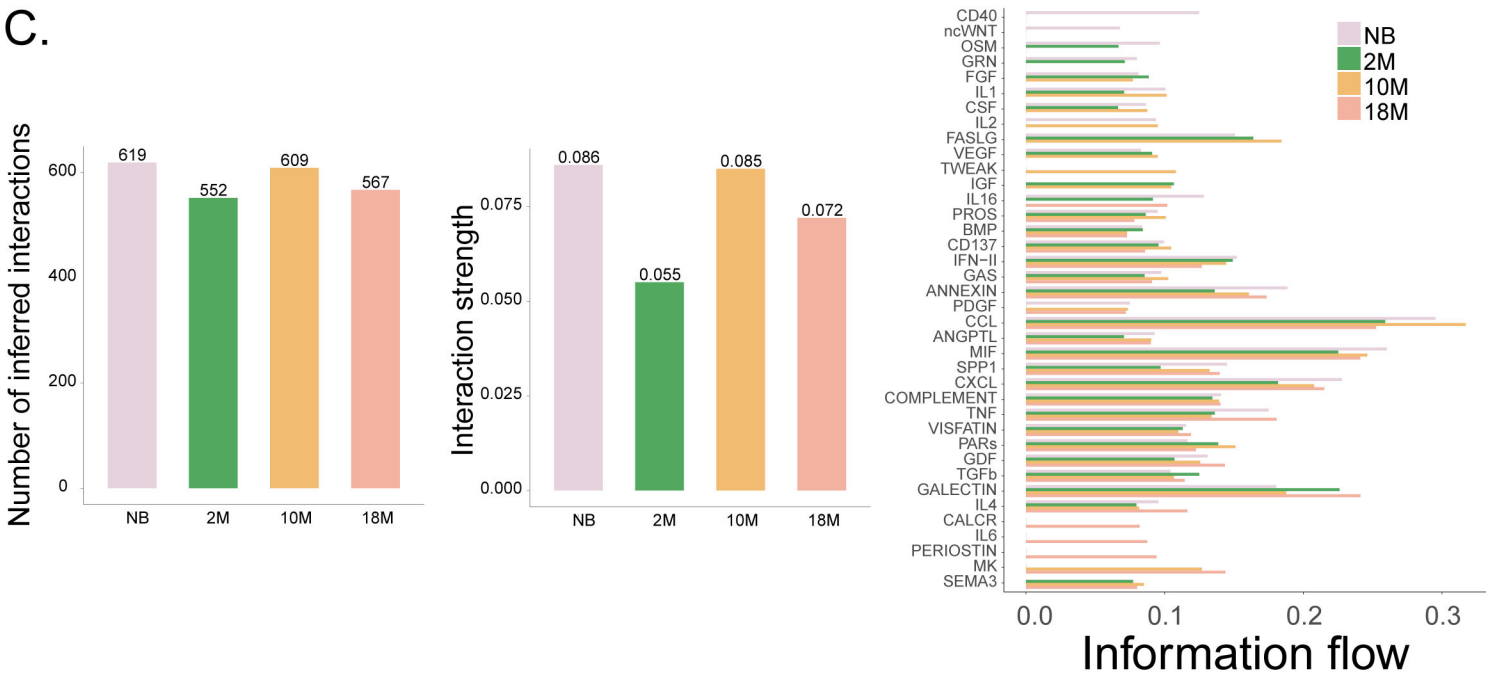

---

**FIGURE S3 Anticipating the communication dynamics between fibroblasts and immune cells at various stages of aging.** **A.** Heatmap for the differential network analysis only works for pairwise incoming datasets. **B.** Heatmap for the differential network analysis only works for pairwise outgoing datasets. **C.** Bar chart for comparison the number of interactions and interaction strength among different cell populations. **D.** Bar chart for comparison of the significant ligand-receptor pairs between 2M and 18M.

Fig4. Supplementary material

A. CCL total singaling pathway-2M      CCL total singaling pathway-18M

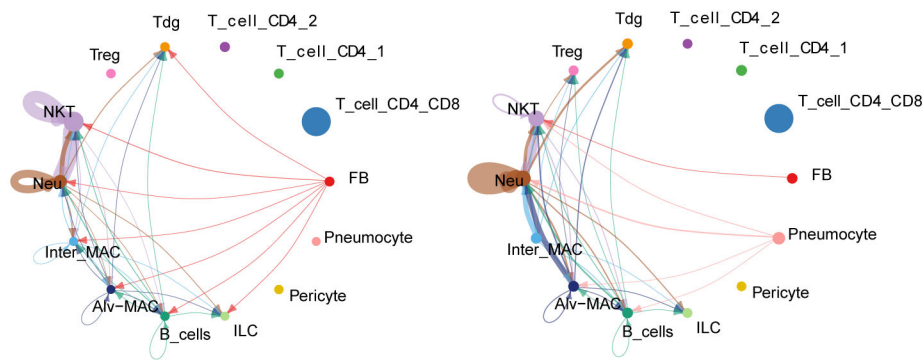

B. CXCL total singaling pathway-2M      CXCL total singaling pathway-18M

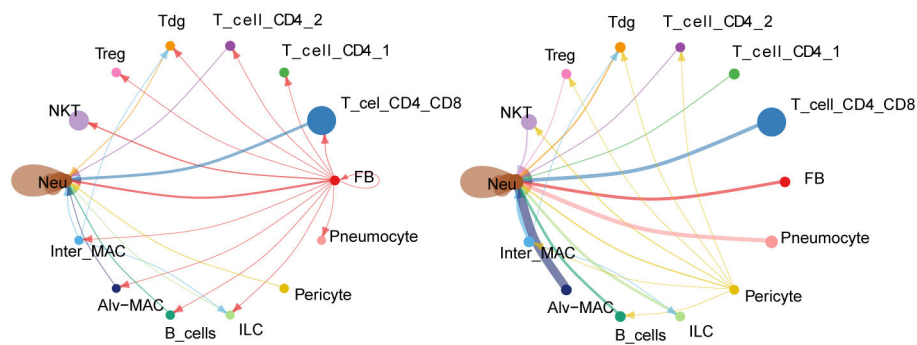

---

**FIGURE S4 Anticipating the communication dynamics between fibroblasts and immune cells at various stages of aging.** **A.** Circle and hierarchy plot showing total, 2M, 18M cell-cell communication in PROS signaling pathway (left, middle, right). **B.** Circle and hierarchy plot showing total, 2M, 18M cell-cell communication in IGF signaling pathway (left, middle, right). **C.** Circle and hierarchy plot showing total, 2M, 18M cell-cell communication in Complement signaling pathway (left, middle, right).

Fig5. Supplementary material

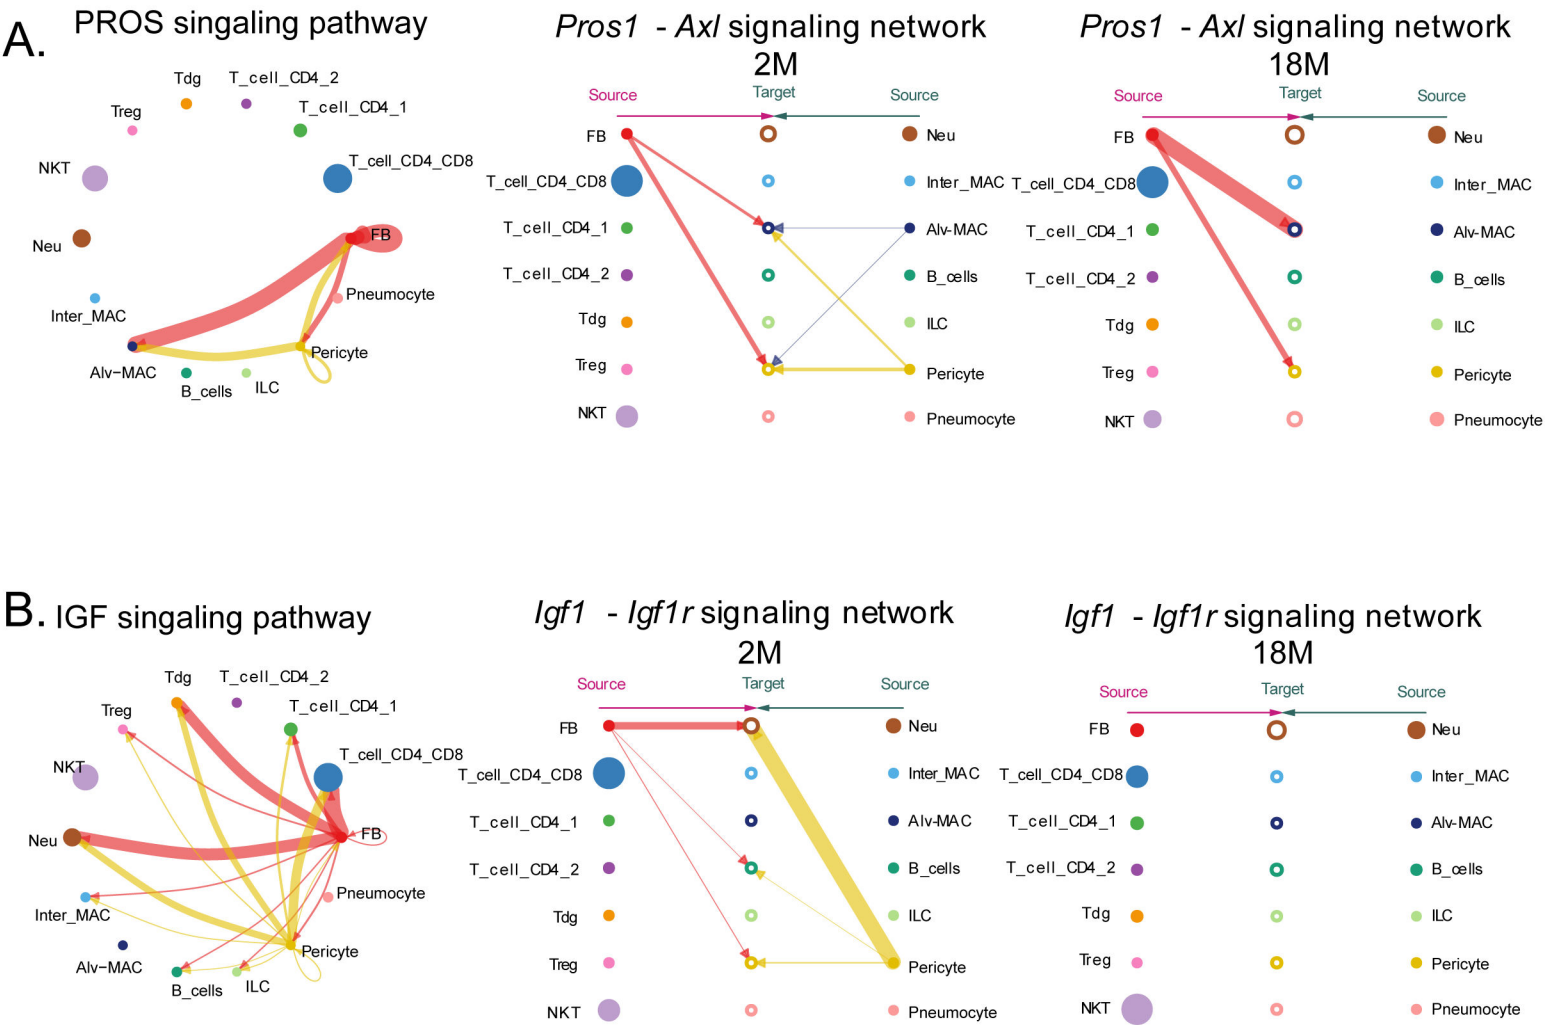

---

**FIGURE S5 Anticipating the communication dynamics between fibroblasts and immune cells at various stages of aging. A.** Circle and hierarchy plot showing 2M, 18M cell-cell communication in CCL signaling pathway (left, middle, right). **B.** Circle and hierarchy plot showing 2M, 18M cell-cell communication in CXCL signaling pathway (left, middle, right).

Fig6. Supplementary material

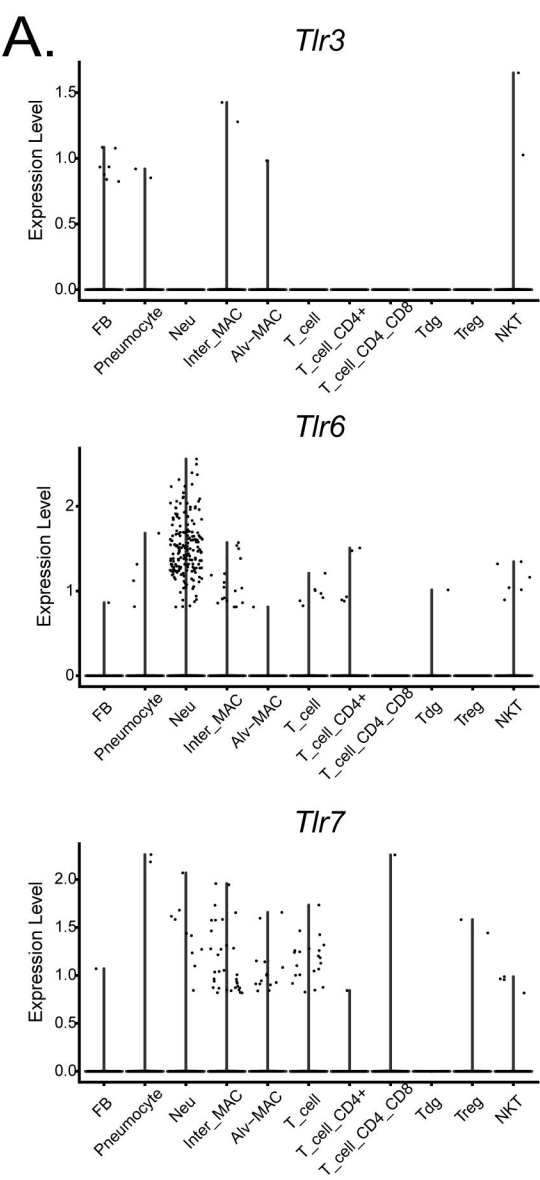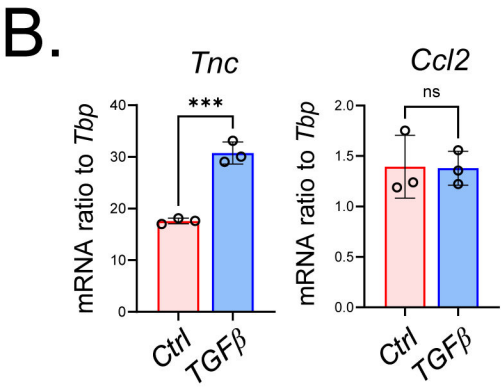

---

**FIGURE S6 Activation of TGF $\beta$  in cultured pulmonary fibroblasts induces the transcriptional signature of aging. (A).** Violin plots showing the expression of indicated TLRs in various pulmonary cell clusters as shown. **(B).** Primary pulmonary FBs were treated with recombinant mouse TGF $\beta$ 2 at a concentration of 3 ng/ml for 2 days and then subjected to qRT-PCR of *Tnc* and *Cc/2* (n = 3/group). All error bars indicate mean  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

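Lung cells of mice at 4 ages (NB, 2 M, 10 M and 18 M) were measured by 10x single-cell RNA sequencing, 1 library per age. The authors made the deposited counts, raw UMI counts per gene and cell barcode, with Cell Ranger 3.0.2 against mm10 according to the submitters' processing notes, which also name Seurat 2.0 for later steps. No normalization was applied before deposit. The barcodes had already been called as cells, with at least 500 UMIs each, and the study's limits on genes, UMIs and mitochondrial share had not been applied. Only the data of these 4 libraries were analysed here. The bleomycin, culture, staining and PCR data were not analysed here.

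The study writes over 25000 UMIs among its limits, which was read as an upper limit. Cells had over 200 and under 5000 genes, at most 25000 UMIs and under 8% mitochondrial UMIs. Doublets called by Scrublet numbered 155 in NB, 116 in 2 M, 0 in 10 M and 4 in 18 M. Since the calls in 10 M and 18 M did not work, doublets were kept. Only the NB and 2 M calls were used, in an alternative. Counts were log-normalized, and 2000 highly variable genes, 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 gave the clusters. A cluster was named by a list of marker genes of which at least 3 had to be detected.

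The UMIs of a cell type in a library were summed. Each age has a single library, so no test between ages, no p-value and no count of changed genes was made. The median fibroblast had 7659 UMIs in NB, 8458.5 in 2 M, 8425 in 10 M and 13112 in 18 M, and 1 UMI equals 0.863, 1.14, 0.291 and 0.698 CPM of the fibroblast sums in that order. The genes named are those the study names for fibroblasts, those of lists fixed beforehand, and, for fibroblasts, the 10 highest and 10 lowest ratios of 18 M to 2 M among genes with at least 30 UMIs and at least 15 cells with a UMI and an interval excluding 1. For other cell types the 5 highest and 5 lowest were taken by the same rule. The highest genes of neutrophils are not reported, since they define a cluster with 99.2% of its cells from 18 M. Postn, Cthrc1, Igf2, Col3a1, Col1a1, Eln, Xist, Retnla and cell cycle genes of T cells also lead clusters taken mostly from 18 M, and their values are given over whole cell types. A few genes of the lists are not reported here by name. Part of the study's supplementary table had been seen when the rule was written.

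Genes per cell were counted after thinning to 1000 UMIs. CytoTRACE, Monocle 2, SCENIC and CellChat were not run, and in their place stand a score from 200 genes, diffusion pseudotime, mRNA levels of transcription factors and mRNA levels of ligands and receptors. Subtypes of fibroblasts were named by markers after reclustering.

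The intervals and the list medians were tested on simulated data made from 7019 genes of the fibroblasts. The interval excluded 1 for 3.9% of 6839 genes left unmoved, 89.66% of 87 genes moved 2-fold and 98.92% of 93 genes moved 4-fold. A list moved 2-fold had a median log2 ratio of 1.06 and an unmoved list of -0.001. The intervals treat the UMIs of a cell type as a single sum and take no account of clumping by cell. H19, for example, had its 855 UMIs of 18 M in 25 fibroblasts. A ratio beyond counting error is therefore not shown to be beyond the spread between cells.

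Alternatives were no upper limits on cells, a mitochondrial limit of 10%, at least 1000 UMIs per cell, Scrublet calls left out, Leiden resolutions of 0.5 and 2, fibroblasts taken by at least 4 markers of single cells, fibroblasts with pericytes and smooth muscle cells, totals without haemoglobin, mitochondrial, ribosomal protein and alveolar type II genes, the mean over cells at a scale of 10000, pseudocounts of 0.1 and 2, list minimums of 1 and 50 UMIs, thinning to 500 and 2000 UMIs and 10 nearest neighbours. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9 were used.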

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

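The tests of free RNA, of Xist with Y-linked transcripts and of T cells below were chosen only after the result was seen, and the other tests before. The imprinted and early B cell genes and the fibroblasts with Y-linked and no Xist UMIs were chosen for those other tests once the clusters had been examined, before the values of the tests were seen. 3 results are given here because genes or cells that the paper does not discuss held a signal above the limit that a count of 0 allows. Xist was at 577.7 CPM over all cells labelled 18 M, H19 at 597.0 CPM in the fibroblasts labelled 18 M, and 5.66% of the cells labelled 18 M (474 of 8377) lay in an unnamed cluster of few UMIs led by Scgb1a1 and Retnla, against 0.251% in NB, 0.144% in 2 M and 0.267% in 10 M.

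Collagen and elastin transcripts were higher in the fibroblasts labelled 18 M than in 2 M fibroblasts. Free RNA is argued against as the cause, since T cells labelled 18 M carried 0.0698% of the collagen CPM of the fibroblasts, and so are female cells, since fibroblasts with Y-linked and no Xist UMIs gave 102.1% of the median log2 ratio over all of them. An exchange of the labels NB and 18 M stays open and would be consistent with the imprinted growth genes, whose median log2 ratio in fibroblasts was 2.43 between 18 M and NB (2.33 to 2.77; 9 of 9 higher) and -1.35 between NB and 2 M (-1.49 to -0.90; 1 higher, 6 lower). The paper's own stainings, with more collagen and less lipid at 18 M, are separate measures and do not settle which library is which. Age stays open as well and was not tested, since each age is a single library.

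Xist and Y-linked transcripts were both present in the library labelled 18 M, where 2678 cells had Xist UMIs alone, 3331 Y-linked UMIs alone and 366 both, 27.24% of the number that independence gives. Free Xist RNA alone is argued against, since among cells with at least 5000 UMIs those with 2 or more Y-linked UMIs had 10.7% of the Xist CPM of those with none (110.3 against 1033 CPM). Cells from male and female animals in the library may be the cause. Among cells with at least 5000 UMIs those with both signals were 34.0% of the number that independence gives (274 against 805.9). This repeats the count over all cells on the deeper ones, so it is not separate evidence. The mice are described as male, and no biological explanation was tested.

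B cells and T cells of the libraries labelled NB and 18 M differed in developmental genes. Early B cell genes were at least 60.8-fold higher in the B cells labelled 18 M than in those labelled NB (271 against 0 UMIs), though few carried them, with Vpreb1 in 1.02% and Igll1 in 0.9% of 2440 B cells, and in T cells effector and memory genes less naive genes were higher in NB than in 18 M by a difference of medians of 1.59. Both would be consistent with an exchange of the 2 labels, which no table here excludes. The unnamed cluster led by the plasma cell genes Jchain and Mzb1 took 284 of its 321 cells from NB and 10 from 18 M. That count was read after the clusters were examined and goes the same way. T cells labelled 18 M had higher effector and memory genes than 2 M T cells (median log2 ratio 1.16), which goes with the labels as given. A true difference with age stays open and was not tested.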

How the results depend on the processing

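Alternatives marked with an asterisk were chosen only after the data were examined. No paired analysis was possible because each age is a single library. Where a value moved or turned, the cause was not tested. Of 97 genes followed in fibroblasts, 70 had intervals excluding 1, and 67 of these had the same sign under all 9 alternatives set beforehand. The 3 others were Mylk, Ccl2 and Cxcl12. Of 22 lists, 15 had intervals excluding 0, and 14 had the same sign under all 13 set beforehand. Of the values that answer a comparison, 145 were counted as the same and 43 as moved. Of the others, 1145 were counted as the same, 308 as moved and 18 as turned. For values without an interval, such as medians of genes per cell, such a count does not show that they stayed within 1.

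Median log2 ratios and fibroblast shares are given below, 18 M against 2 M unless named. The values as reported are 1.247 for collagen chains (-0.447 in 10 M, -1.238 in NB), 0.548 for elastic fibre genes, 0.012 for smooth muscle genes, 0.554 for fibroblast chemokines, 0.169 for lipid handling genes, -1.104 for alveolar fibroblast genes and 0.285 for the study's immune genes (chemokines, receptors and C1ra).

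With no upper limits on cells, collagen chains were 0.836 (10 M -0.586, NB -1.443) and elastic fibre genes 0.365. The fibroblast share was 2.551% in 18 M and 3.215% over all libraries. Their share of Ccl2 UMIs was 90.61% in 2 M, 78.2% in 10 M and 64.05% in 18 M, and of Cxcl12 UMIs 52.98%, 78.56% and 55.67%. With at least 1000 UMIs, elastic fibre genes were 0.455 and the 18 M share 2.005%. At Leiden 0.5 the shares were 2.352% in 18 M and 3.033% over all, and without the Scrublet doublets of NB and 2 M 2.352% and 3.07%.

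With fibroblasts taken by markers, collagen chains were 1.089 (NB -1.14), smooth muscle genes 1.141 and fibroblast chemokines 0.132, and these turned: the study's immune genes (-0.13), Mylk (0.614) and Ccl2 (-0.451). With pericytes added, collagen chains were 1.103 (10 M -0.243, NB -1.139), smooth muscle genes 0.302 and fibroblast chemokines 0.178, and Mylk turned (0.361). As the mean over cells, smooth muscle genes were 0.319, fibroblast chemokines 0.366 and alveolar fibroblast genes -0.48, and Cxcl12 (-0.411) and the study's immune genes (-0.00037) turned. The median over all 10066 genes was -0.068 as reported and 0.042 here.

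With the low-UMI cluster added*, collagen chains were 0.808, elastic fibre genes 0.086, fibroblast chemokines 0.084, lipid handling genes 1.152 and alveolar fibroblast genes -1.453, and the study's immune genes (-0.113), Il1r1 (-0.063) and Cxcl12 (-0.151) turned. In 18 M cells with Y-linked and no Xist UMIs*, elastic fibre genes were 0.712, smooth muscle genes -0.371, fibroblast chemokines 0.821 and alveolar fibroblast genes -1.47, and Plin2 (-0.119) and Cxcl12 (-0.452) turned. Against 2 M and 10 M summed*, collagen chains were 1.649 (NB -0.979), smooth muscle genes -0.436 and fibroblast chemokines 0.268, and these turned: the study's immune genes (-0.099), small leucine-rich proteoglycans (0.25), Cxcl1 (-0.099), Arid5b (0.076), Klf9 (0.117), Dcn (0.015) and Cxcl5 (-0.492).

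Depth limits genes such as Pparg, Scx and Myocd, for which 94 and 110 fibroblasts gave at most 3 UMIs each in 2 M and 18 M.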

Differences from the paper's values

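No test in this part was chosen after the values were seen, except where an alternative is said to be. Shares here are of 28153 cells and the paper's of 22826 cells. A share was taken to differ where it lay outside the counting error and 1 value was over 1.5 times the other, and a log2 fold change where the signs differed or the gap was above the counting error here. The paper gives 70.33% T cells (28.9% here), 13.9% neutrophils (6.37% here), 2.72% B cells (33.0% here) and 0.35% endothelial cells (0.732% here), and none of 5 alternatives set beforehand came within 1.5 times of these. The paper marks its endothelial cells by Ahr and those here were named by Pecam1, Cdh5 and other markers. In Supplementary Figure S1C, read by eye, its endothelial cells are led by Serpinb2, Peg10, 9830107B12Rik and Cyp4f18, which are among the leading genes of the unnamed Ccr3 cluster here (138 cells), and its NKT cells, counted as T cells, by Gzma, Nkg7 and Eomes, which mark the NK cells here (5.28%), so these groups are not defined alike. The B cells here leave out an unnamed cluster of 1957 cells with B cell markers and were 13.5% at Leiden 0.5. For pericytes the paper gives 1.58% (1.05% here, smooth muscle cells included), with the value here just within 1.5 times of it at Leiden 2 (1.06%) and with no upper limits on cells (1.19%), and not under the other 3.

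The study's supplementary table took cells as replicates, and its first 1999 of 32412 lines were used. The smallest numbers of cells that give all its shares of cells are 111 for 18 M and 46 for 2 M, against 110 and 94 fibroblasts here, so the 2 M groups compared are not alike. On the scale of its log2 fold changes, 18 M against 2 M, 21 of 25 genes compared had the same sign, and 21 differed in size or sign. Its column is labelled log2; with the values here put on natural logs, an alternative chosen after the values were seen, 22 of the 25 would differ (Lipa as well), so a change of base does not bring them together, though it narrows the gap for Postn (2.59 against 2.68) and other genes. For these the table's value stands first and is the paper's, and none of 8 alternatives set beforehand reached it: Mustn1 1.08 (-0.23 here), Nrep 2.25 (1.28), Mfap2 1.04 (1.90), Postn 2.68 (3.74), Tagln 0.58 (-0.093), Col1a1 1.47 (2.62), Col1a2 0.70 (2.15), Col3a1 1.31 (2.94), Col5a1 0.51 (1.48), Atf3 0.96 (-0.47), Klf6 1.81 (0.65) and Eln 3.26 (2.66).

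For 9 genes some of the 8 alternatives reached the paper's value and the others did not. Aspn was 1.43 in the paper and 1.06 here, reached with fibroblasts taken by markers (1.30) and with pericytes added (1.53). Mylk was 0.38 in the paper and -0.22 here, reached with markers (0.52). Acta2 was 0.94 in the paper and 0.16 here, reached with pericytes (0.83). Plin2 was 0.54 in the paper and 0.28 here, reached with at least 1000 UMIs (0.39). Zeb1 was -0.29 in the paper and -0.061 here, reached with markers (-0.23) and with pericytes (-0.13). Tnc was 1.36 in the paper and 0.61 here, reached with markers (1.22) and with pericytes (1.33). Hmgb2 was 0.58 in the paper and 0.052 here, reached with no upper limits (0.50), at least 1000 UMIs (0.62), no Scrublet doublets (0.45) and Leiden 0.5 (0.51). Cxcr4 was 0.66 in the paper and 0.10 here, reached with no Scrublet doublets (0.53) and Leiden 0.5 (0.56). Igf1 was 0.27 in the paper and 0.90 here, reached with no upper limits (0.20), no Scrublet doublets (0.35), Leiden 0.5 (0.36) and markers (0.27).

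The paper states that myofibroblast genes mark 18 M fibroblasts. Of 11 with enough UMIs, 4 were higher beyond counting error (Mfap2, Nrep, Aspn and Postn), 1 was lower (Mylk, ratio 0.484) and 6 were within it, among them Tagln (0.717, 0.479 to 1.08). Tagln was higher with markers (log2 ratio 1.47) and with pericytes (0.27), and so was Mylk (0.61 and 0.36). The paper states that chemokines and cytokine or chemokine receptors decline at 18 M. Of 8 such genes, 5 were higher and 3 lower. Ccl2 (ratio 1.53), Ccl7 (3.21), Cxcl12 (1.22), Cxcl1 (1.68) and Il1r1 (1.30) were higher, while Ifngr1 (0.487) was lower, as were Tnfrsf1a and Cxcl16 within counting error. The complement gene C1ra was lower (0.746), and Cxcl5, which the paper names for cultured cells, had 18 UMIs against 1. Ccl2 was lower with markers (log2 ratio -0.45), and Cxcl12 as the mean over cells (-0.41). Of alternatives chosen after the values were seen, the low-UMI cluster turned Cxcl12 (-0.15) and Il1r1 (-0.06), cells with Y-linked and no Xist UMIs Cxcl12 (-0.45), and 2 M and 10 M summed Cxcl1 (-0.10).

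The paper states that lipid genes are lost at 18 M. Of the 9 with enough UMIs, 5 were higher (Lpl, Fabp4, Fabp5, Plin2 and, within counting error, Lipa) and 4 lower (Apoe, Cebpb, Tcf21 and Ly6a). Lipa was lower with no upper limits (log2 ratio -0.02) and Plin2 in cells with Y-linked and no Xist UMIs (-0.12), an alternative chosen after the values were seen. The paper states that Cxcl12 passes from fibroblasts to pericytes at 18 M, where fibroblasts held 60.7% of its UMIs and pericytes 24.6%. It states that the Igf1 signal from fibroblasts and pericytes declines with age. Interactions were not computed here, and Igf1 mRNA was 2.13-fold higher in fibroblasts (log2 ratio 1.09, and 0.65 with no upper limits and 0.71 with markers). On the table's scale the Igf1 value was 0.90, and 0.20 to 0.36 under the 4 alternatives named above. It states that Pros1 signals from fibroblasts gain strength, where Pros1 had a ratio of 0.948 with an interval that includes 1, positive as the mean over cells (log2 ratio 0.13) and, under alternatives chosen after the values were seen, in cells with Y-linked and no Xist UMIs (0.07) and against 2 M and 10 M summed (0.25). It states that Ccl2 signals from fibroblasts to macrophages are largely lost, where Ccl2 was higher in fibroblasts and Ccr2 lower in interstitial macrophages, monocytes and dendritic cells (ratio 0.333). It shows transcription factors active at 18 M in Figure 5A, of whose 8 mRNAs 4 were higher and 4 lower (Atf3, Stat3, Arid5b and, within counting error, Zeb1), with Zeb1 higher at 1000 UMIs or more (log2 ratio 0.10) and Arid5b against 2 M and 10 M summed (0.08), chosen after the values were seen. It places myofibroblasts last in the ordering, where Acta2 was at 145.8, 64.01, 57.82 and 80.5 CPM in the first to last group over the pooled libraries, and Tagln and Postn were higher in the last than in the first. Within libraries, a split chosen after the values were seen, Acta2 and Tagln were lower in the last group than in the first in 18 M (6.566 against 337.3 and 16.42 against 104.7 CPM) and in NB. Tagln was higher in the last group in 10 M (416.8 against 107.9 CPM) and in 2 M (90.69 against 12.05 CPM, on 10 and 3 UMIs). It states a steady loss of stemness with age, where the score was 0.507 in NB, 0.598 in 2 M, 0.5 in 10 M and 0.438 in 18 M. Collagen genes (5 of 5) and the factors most active at 2 M in Figure 5A (6 of 7) had the direction the paper gives.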

Other observations

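The imprinted genes in this part were listed once the clusters had been examined, Igf2 after it was seen among the leading genes of a cluster and the 9 of the list before their values were seen. Imprinted growth genes were higher in the fibroblasts labelled 18 M than in 2 M fibroblasts, 9 of 9, with a median log2 ratio of 0.91, and mostly lower in 10 M (-0.69; 1 higher, 6 lower). Igf2, a fetal growth factor, was at 222 CPM in the fibroblasts labelled 18 M, against 21.6 CPM in NB, 11.4 CPM in 2 M and 14.2 CPM in 10 M. Dlk1, which holds back fat cell differentiation, was at 109.6 CPM against 0, 0 and 1.16 CPM, and Meg3, a noncoding RNA, at 2422 CPM against 450.6, 1152 and 668.8 CPM. Peg3 was at 370.8 CPM against 53.5, 230.6 and 43.0 CPM, and Mest at 45.4 CPM against 1.73, 11.4 and 7.27 CPM.

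In 10 M fibroblasts smooth muscle contractile genes were higher than in 2 M fibroblasts, 11 of 12 and 7 beyond counting error, with a median log2 ratio of 0.63 (0.35 to 0.95), and so were chemokines (0.64; 10 higher, 8 beyond counting error, and 3 lower), while small leucine-rich proteoglycans were lower, 9 of 9 (-0.81). Smooth muscle contractile genes were higher in NB than in 2 M fibroblasts as well, 10 of 12 and 6 beyond counting error, with a median of 0.52 (0.34 to 0.81). In NB fibroblasts, alveolar fibroblast genes (0.50; 8 of 10, 5 beyond counting error) and chemokines (0.77; 10 of 12, 9 beyond it) were also higher than in 2 M, and collagen processing genes (-0.64; 17 of 17, 10 beyond it) and elastic fibre genes (-0.68; 16 of 17, 12 beyond it) lower. Genes of white blood cells moved with the chemokines in the same cells. MHC class II genes were higher in NB (2.47; 6 of 6) and 10 M (1.29; 6 of 6, 4 beyond counting error), interferon-stimulated genes in NB (1.28; 9 of 10, 7 beyond it) and 10 M (1.34; 8 of 10, 7 beyond it), and effector and memory T cell genes in 10 M (1.00; 8 of 11, 7 beyond it). A subcluster led by Rgs1, Gpr183 and Stat4 held 23 of 149 NB, 5 of 94 2 M, 46 of 401 10 M and 7 of 110 18 M fibroblasts. The other 22 genes that the study names for fibroblasts, and that had enough UMIs, split into 10 higher and 12 lower in 18 M, 6 and 8 of them beyond counting error (median -0.12). T cells labelled NB had higher effector and memory genes than 2 M T cells, 15 of 17 (2.31). Free haemoglobin RNA was present in T cells of every library, with Hbb-bs at 2285 CPM in NB, 1371 in 2 M, 2950 in 10 M and 3628 in 18 M, and Sftpc at 69.1, 63.6, 67.4 and 280.2 CPM.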
